# Exposure of Lactating Dairy Cows to Acute Pre-Ovulatory Heat Stress Affects Granulosa Cell-Specific Gene Expression Profiles in Dominant Follicles

**DOI:** 10.1371/journal.pone.0160600

**Published:** 2016-08-17

**Authors:** Jens Vanselow, Andreas Vernunft, Dirk Koczan, Marion Spitschak, Björn Kuhla

## Abstract

High environmental temperatures induce detrimental effects on various reproductive processes in cattle. According to the predicted global warming the number of days with unfavorable ambient temperatures will further increase. The objective of this study was to investigate effects of acute heat stress during the late pre-ovulatory phase on morphological, physiological and molecular parameters of dominant follicles in cycling cows during lactation. Eight German Holstein cows in established lactation were exposed to heat stress (28°C) or thermoneutral conditions (15°C) with pair-feeding for four days. After hormonal heat induction growth of the respective dominant follicles was monitored by ultrasonography for two days, then an ovulatory GnRH dose was given and follicular steroid hormones and granulosa cell-specific gene expression profiles were determined 23 hrs thereafter. The data showed that the pre-ovulatory growth of dominant follicles and the estradiol, but not the progesterone concentrations tended to be slightly affected. mRNA microarray and hierarchical cluster analysis revealed distinct expression profiles in granulosa cells derived from heat stressed compared to pair-fed animals. Among the 255 affected genes heatstress-, stress- or apoptosis associated genes were not present. But instead, we found up-regulation of genes essentially involved in G-protein coupled signaling pathways, extracellular matrix composition, and several members of the solute carrier family as well as up-regulation of *FST* encoding follistatin. In summary, the data of the present study show that acute pre-ovulatory heat stress can specifically alter gene expression profiles in granulosa cells, however without inducing stress related genes and pathways and suggestively can impair follicular growth due to affecting the activin-inhibin-follistatin system.

## Introduction

It has been reported in several studies that fertility in lactating dairy cows is depressed during the summer months in warm areas of the world (for review see [1]. However, due to global warming this will be also an increasing problem in temperate zones. In particular, heat stress (HS) conditions before and after breeding, and on the day of breeding, has been found to be associated with low non return rates [2]. Some studies suggest that the use of gonadotropins to induce follicular development and ovulation can decrease the severity of seasonal postpartum infertility in dairy cows [3]. Generally, heat stress during summer aggravates the negative energy balance (NEB) of early lactating cows, a frequently observed phenomenon in high yielding dairy cattle. Heat stress generally deteriorates the body condition score, specifically affects reproductive parameters such as follicle differentiation and alters the composition of the follicular fluid in particular the concentrations of fatty acids, thus suggestively leading to inferior oocyte quality and compromised granulosa cell functions [4]. Recently, it was shown in a bovine cell culture model that increased concentrations of oleic acid specifically affect morphological and physiological features and gene expression levels of granulosa cells thus altering their functionality [5]. In a retrospective study evaluating the effects of heat stress that was defined as temperatures ≥29°C on the conception rates after artificial insemination, it has been reported in lactating Holstein cows that the conception rate in fact was negatively affected by HS exposition prior, but not after artificial insemination, thus suggesting that in particular, HS prior to and immediately after artificial insemination should be avoided [6]. Interestingly, the proportion of pregnancy losses was not affected thus suggesting that HS is especially deleterious during late folliculogenesis.

Not surprisingly, also the efficiency of reproductive bio-techniques is negatively affected under heat stress conditions. In a previous study it has been shown that the developmental competence of oocytes collected at different seasons was significantly different with lowest blastocyst rates during summer [7]. According to this study, season-induced impairment of the oocyte developmental competence might be partly explained by altered oocyte mitochondrial functions. Studies with other species clearly point out that in particular the oocyte differentiation is highly sensitive to HS conditions. In sows it was demonstrated that oocytes had reduced competence and thus lower fertility during hot seasons [8]. In a mouse study it has been found that a subpopulation of the ovarian pool is highly sensitive to short term (1.5–2 h) maternal hyperthermia, but also to ex vivo HS conditions. In particular, the developmental competence of germinal vesicle (GV)-stage oocytes was disrupted in these experiments [9].

In a recent study it has been shown that pre- and post-partum cows respond to exposure to high ambient temperatures (28°C) kept under well-controlled climate chamber conditions with a significant decrease in feed intake and reduced daily and resting metabolic heat production compared to control animals housed under thermoneutral (15°C) conditions [10]. To distinguish the effect of heat from the unavoidable accompanying effects of reduced feed intake during higher ambient temperatures, a revised HS animal model with pair-fed (PF) cows as control group has been developed ensuring equal energy intake at different temperature conditions [11,12]. Here it could be shown that fat mobilization and fat oxidation of lactating cows were not affected despite heat-induced reduction of feed intake. But interestingly, cows under high ambient temperatures exhibited a metabolic shift towards a pronounced carbohydrate oxidation and extensive tissue protein degradation.

During the present study, a similar model comparing HS vs. PF control animals was used as previously described in [12] to analyze effects of acute pre-ovulatory HS on late folliculogenesis. As a first approach growth as well as the progesterone (P4) and estradiol (E2) contents of late pre-ovulatory dominant follicles, and the respective granulosa cell-specific gene expression profiles were analyzed using a genome-wide transcriptome analysis approach and bioinformatic evaluation.

## Materials and Methods

### Animals

Eight non-pregnant German Holstein cows in established 2^nd^ lactation (245d±102d post-partum) and with estrous cycle activity as determined by ultrasonography using a transrectal 5 MHz linear transducer (L52 transducer, SonoSite Inc., USA) and a MicroMaxx ultrasound system (SonoSite Inc., USA) were identified from the herd at the Leibniz Institute for Farm Animal Biology (FBN). Cows were randomly allocated to two groups: a PF control (n = 4) with a proportional feed restriction like it was measured in the HS group before, and an experimental HS group (n = 4, Fig 1). Cows received a lactation diet based on corn and grass silage comparable to that described previously [12]. During the experiment animals were either kept in a respiration and climate chamber under thermoneutral (15°C, 64% relative humidiy, temperature humidity index (THI) = 60) or heat stress conditions (28°C, 52% relative humidiy, THI = 76) for a total of 95 hours (h). Concentrations of O_2_, CO_2_ and CH_4_ in the chamber were measured every 6 min during 24h before slaughter as described previously [12]. Daily metabolic heat production (HP) per metabolic body weight (mBW) was calculated from:

$$HP\;/\;mBW\;\left(kJ/kg^{0.75}\right)=16.18\;V_{O2}\left(L\right)+5.02\;V_{CO2}\left(L\right)-\;2.17\;V_{CH4}\left(L\right)+5.99\;Nu\;\left(g\right)\;/\;mBW\;kg^{0.75})$$

**Fig 1:**
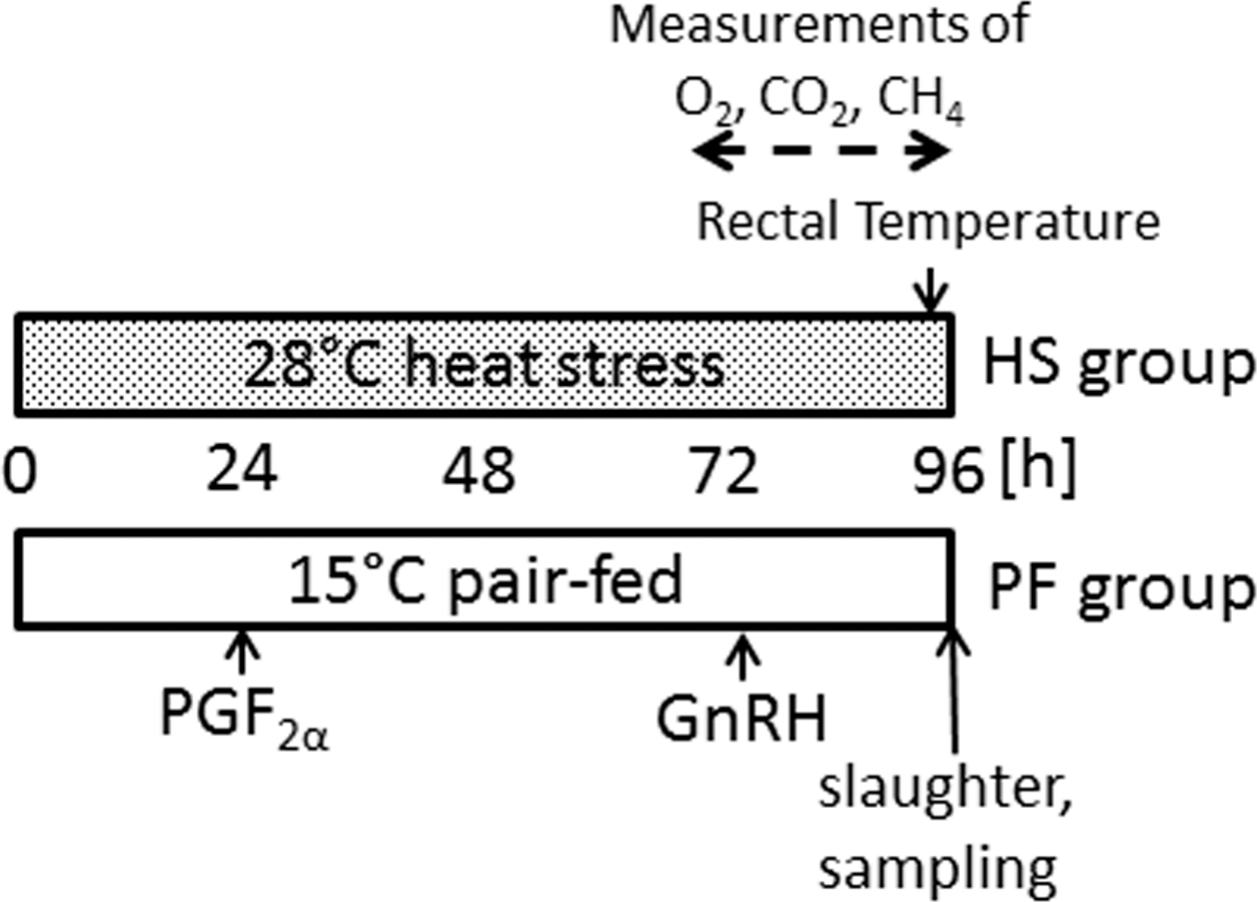
Experimental design of the present heat stress model. Non-pregnant German Holstein cows in established 2^nd^ lactation were randomly allocated to two groups: a PF control (n = 4) with a proportional feed restriction like it was measured in the HS group before, and an experimental HS group (n = 4). During the experimental period of 96h in a climate/respiration chamber at 28°C or 15°C the cows were synchronized with PGF_2α_ (Prostaglandin F2α) and subsequent GnRH injections prior to slaughter and sampling. Concentrations of O_2_, CO_2_ and CH_4_ in the chamber were measured during the last 24hrs before slaughter.

Urine N excretion (Nu) was not determined but assumed to be constant (50 g/d), thus accepting an error of about 10%. In the chamber, water and feed intake and milk yield were determined. For heat synchronization and to collect follicles of each animal at the late post-LH (luteinizing hormone), but still pre-ovulatory stage, cows were treated with 500 μg Prostaglandin F2α (PGF_2α_; PGF forte, Veyx Pharma GmbH, Schwarzenborn, Germany) to induce luteolysis of the functional corpus luteum 72 hrs before slaughter. Forty-nine hours later, the animals were injected with 100 μg of a GnRH (gonadotropin releasing hormone) analog (Depherelin, Gonavet Veyx, Veyx Pharma GmbH) to induce a preovulatory LH surge. At the time of PGF_2α_ and GnRH injections the sizes of follicles were estimated by ultrasonography. 22 hrs after GnRH injection rectal temperatures were measured and animals were transferred from the respiration chamber directly into the institutional slaughterhouse and slaughtered (23h after GnRH).

### Follicular fluid and granulosa cell collection

Immediately after slaughter ovaries were collected and the largest growing follicles of each animal were broadly dissected free from remaining ovarian tissue. Follicular fluid and basement membrane associated (i.e. mural) granulosa cells (mGC) were collected as described previously [13,14,15]. The follicular fluid together with cumulus-oocyte-complexes and free floating and only slightly adherent granulosa cells was harvested with a 18G needle by aspiration. The fluid was centrifuged (2 min, 400 rcf) and the cell-free supernatant was frozen and stored at −20°C for determination of steroid concentrations. mGC were isolated by cutting the follicle open with scissors and peeling off the follicular wall. The wall was then submersed in Ca^2+^ and Mg^2+^-free phosphate buffered saline (PBS, pH 7.4), and cells of the GC layer were gently scraped off with a small scalpel blade. Detached cell clots were collected with a pipette, the cells were isolated by centrifugation from the buffer, and the sedimented cells were frozen in liquid nitrogen and stored at −80°C until RNA preparation.

All experimental procedures were in accordance with the German Animal Welfare Act (TierSchG) in its respective edition and were approved by the local Animal Research Committee (Landesamt für Landwirtschaft, Lebensmittelsicherheit und Fischerei (LALLF) of Mecklenburg-West Pommerania, Germany (LALLF M-V/TSD/7221.3–1.1-074/12)).

### E2 and P4 Determination

Steroid concentrations of the follicular fluid were determined as described previously [14]. Briefly, P4 was determined using a competitive single-antibody 3H-radioimmunoassay (RIA). Follicular fluid of each sample (10 μl each) was diluted with assay buffer (90 μl). Ten microliters of the diluted sample was used to directly analyze (without extraction) P4 and E2 concentrations. The tracer, [1,2,6,7-3H]progesterone, was purchased from GE Healthcare (Freiburg, Germany). The antibody, raised in rabbits, was further purified by affinity chromatography on protein A superose (GE Healthcare). The intra- and inter-assay coefficients of variation (CVs) were 7.4% and 9.8%, respectively. Measurement of radioactivity was performed by a β-counter with integrated RIA calculation (TriCarb2900; Perkin Elmer, Rodgau, Germany). The concentration of E2 was estimated with an ultra-sensitive 125I-RIA (DSL, Sinsheim, Germany). The standard curve was established between 0.0025 and 0.750 ng/ml. Radioactivity was measured with an automatic gamma counter with integrated RIA calculation (Wizard; Perkin Elmer). The detection limit of the method was found to be 0.003 ng/ml. The intra- and inter-assay CVs were 8.4% and 10.2%, respectively.

### RNA preparation, cDNA synthesis and quantitative RT-PCR

For RNA preparation from frozen GC pellets the RNeasy mini kit with an integrated DNase 1 digestion step and QIAshredder homogenizers were applied according to the manufacturer´s (Qiagen, Hilden, Germany) advice. RNA quality was assessed with a Bioanalyzer Instrument (Agilent Technologies, St. Clara, CA, USA) thus resulting in mean RNA integrity values (RIN) of 7.8 (range: 7.1–8.5) and 7.9 (range: 7.0–9.0) for the HS and PF samples, respectively.

cDNA synthesis was performed with MMLV reverse transcriptase (GeneOn, Ludwigshafen, Germany) using oligo-(dT) primers (2 ng/μl) and random hexamer primers (4 ng/μl, both Roche, Mannheim, Germany). The cDNA was cleaned using the High Pure Purification Kit (Roche) and diluted in 50 μl of the provided elution buffer.

The abundance of selected transcripts was then determined by quantitative real-time PCR (qPCR) with SensiFastTM SYBR No-ROX (Bioline, Luckenwalde, Germany) and gene-specific primers (S1 Table). For the following reaction 0.25 and 0.5 μl cDNA were amplified in a total volume of 12 μl and the values of both were averaged considering different dilutions. The reaction was quantified in a LightCycler® 96 instrument (Roche, Mannheim, Germany) with following cycle conditions: pre-incubation at 95°C for 5 min, 40 amplification cycles of denaturation at 95°C for 20 s, annealing at 60°C for 15 s, extension at 72°C for 15 s, and a single-point fluorescence acquisition for 10 s. Melting point analysis was done immediately afterwards to ensure amplification of correct products as well as checking the length of PCR products by agarose gel electrophoresis (3%, ethidium bromide stained). Cloned PCR products were co-amplified as external standards. Of these, dilutions were freshly prepared to obtain five different concentrations of standards (5 x 10−12–5 x 10^−16^ g DNA/reaction). This enabled the absolute quantification of transcripts relative to the applied RNA/cDNA in order to assess the suitability of different housekeeping genes for normalization. Accordingly, the abundance of transcripts encoding *RPS18* (Ribosomal protein S18), *RPLP0* (Ribosomal protein, large, P0), *B2M* (Beta-2-microglobulin), *GAPDH* (Glyceraldehyde-3-phosphate dehydrogenase), *HPRT*1 (Hypoxanthine phosphoribosyltransferase 1), *TBP* (TATA box binding protein) and *HMBS* (Hydroxymethylbilane synthase) were determined in HS and PF samples. As shown in S2 Table three of these genes (*B2M*, *GAPDH*, *HPRT1*) showed considerable differences (fold change |FC| > 1.5) between both experimental groups even though not reaching levels of significance. On the other hand, *RPLP0* and *TBP* showed the least differences between both experimental groups. Because TBP was also recommended as an appropriate housekeeping gene for normalization in cultured GC under different conditions [16], this housekeeping gene was used during the present study for normalization. Thus transcript abundance levels determined by qPCR were expressed as values relative to TBP throughout this paper.

### Microarray profiling

Microarray analysis was performed with Bovine Gene 1.0 ST Arrays (Affymetrix, St. Clara, CA, USA). RNA samples were amplified and labeled using the “GeneChip® Expression 3’Amplification One-Cycle Target Labeling and Control Reagents” (Affymetrix) according to the supplier’s instructions. Hybridization was done overnight in the GeneChipR Hybridization Oven (Affymetrix) and visualized using the Affymetrix GeneChip Scanner 3000. The original data were further processed using the Expression Console (Version 1.3.1.187, Affymetrix). Normalization, background reduction and gene-level summary was performed using the Robust Multichip Average (RMA) procedure with default settings. Array results have been uploaded to the GEO database (GSE81737). Further comparative analysis of the data was realized with the Transcriptome Analysis Console 3.0 (Version 3.0.0.466, Affymetrix) using the integrated Analysis of Variance (ANOVA) statistical tool. The false discovery rate (FDR) procedure was also implemented using the Benjamini-Hochberg model [17]. The levels of significance for differential expression between the HS vs. PF samples were set with │FC│ >1.5 and P<0.05 according to ANOVA. For the hierarchical clustering default settings of the Transcriptome Analysis Console 3.0 was used.

### Statistics and bioinformatics evaluation

For statistical comparisons of various physiological data (Table 1), follicle diameters and steroid concentrations (Table 2), and of qPCR values of the two groups (HS vs. PF) the unpaired parametric t-test of the SigmaPlot 11.0 Statistical Analysis package (Jandel Scientific, San Rafael, CA, USA) was performed. For bioinformatic evaluation of the microarray results the Ingenuity pathway analysis (IPA) software (Qiagen) was used.

**Table 1:** Animal data of heat-stressed (HS) and pair-fed (PF) cows determined in the respiration chamber.

	HS	PF	p-value
Feed intake per kg BW [kg/kg*100]	4.24 ± 0.44	4.44 ± 0.60	0.797
Dry matter intake per kg BW [kg/kg*100]	1.64 ± 0.22	1.79 ± 0.13	0.561
Water intake per kg BW [L/kg*100]	9.1 ± 0.7	7.0 ± 0.7	0.08
Milk yield [kg]	22.9 ± 1.8	22.5 ± 2.1	0.891
Rectal Temperature [°C]	40.2 ± 0.4	38.4 ± 0.2	0.008
HP/ mBW [kJ/ kg^0.75^]	986.1 ± 32.8	931.3 ± 44.0	0.356

Values are means ± SEM. P, p-values according to unpaired t-tests; BW, body weight.

**Table 2:** Size of dominant follicles as determined by ultrasonography at the times of treatment with PGF_2α_ and GnRH, and intra-follicular steroid contents.

	Size PGF_2α_ [mm]	Size GnRH [mm]	P4 [ng/ml]	E2 [ng/ml]	P4/E2
PF	17.6±1.1	20.0±0.0	118.1±48.6	61.2±20.5	2.3±0.6
HS	17.3±1.3	18.3±1.0	107.1±9.3	32.4±6.4	3.7±0.7
p	0.83	0.14	0.42	0.11	0.19

Values are means ± SEM; n = 4 samples from each group; HS, heat stress group; PF, pair-fed control group; P, p-values according to unpaired t-tests.

## Results

### Feed intake, morphological and physiological parameters

As per design, HS and PF cows ingested comparable amounts of feed at the 4^th^ day of challenge when they were kept in a respiration chamber. Milk yield and metabolic heat production were also not different between groups (Table 1). However, water intake tended to be greater and rectal temperature was significantly higher in cows exposed to heat. Ultrasonographic examinations revealed nearly identical sizes of dominant follicles at the time of PGF_2α_ injections (heat induction) and slightly, but not significantly, reduced diameters of dominant follicles at the time of GnRH application (ovulation induction; Table 2) following HS. Considering intra-follicular steroid hormone concentrations, P4 levels were very similar in both groups, whereas the data suggest decreased E2 production in HS samples, however without reaching levels of significance. The P4/E2 ratios were clearly above 1 in all follicles, which is indicative for a late pre-ovulatory, E2-inactive stage after the LH surge [13]. Another reliable marker for an early post LH stage prior to ovulation is the expression of *PTGS2* transcripts encoding COX-2 [18,19]. 

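Granulosa cells of the dominant follicle were taken from 8 lactating cows, 4 of the heat stress (HS) group kept at 28°C and 4 of the pair-fed (PF) group kept at 15°C with matched feed, and RNA of each cow was hybridized to an array of its own. The climate treatment lasted 95 h according to the methods and 96 h according to the deposited labels. The cells were collected 23 h after 100 µg of a GnRH analog was injected to induce the LH surge, at a stage still before ovulation. The authors made the values with the robust multichip average (RMA), which corrects the background, normalizes the arrays to each other and gives a log2 signal for each transcript cluster, that is, for the probes of a gene. Each array holds 26773 transcript clusters, of which 20378 carry 1 gene symbol, 196 several and 6199 none. The array medians ranged from 5.33 to 5.44 in PF and from 5.27 to 5.37 in HS, and the number of arrays limits the precision. HS was compared with PF on these values by limma, and p-values were adjusted by the Benjamini-Hochberg procedure over all clusters. The study's thresholds, an absolute fold change above 1.5 and an unadjusted p under 0.05, were applied to the same fit. For 2 groups the analysis of variance of the methods equals a t-test with equal variances, and it was run as well (the methods' t-test). Each log2 fold change is HS minus PF, so that a positive value means a higher signal in HS. For single genes, an exact two-sided permutation test over the 70 assignments of 4 arrays against 4 was added, whose smallest possible p is 0.029. Chance leaves no overlap between the groups in 2.86% of clusters. In addition, 27 gene lists were tested with camera at a preset correlation between genes of 0.01, with adjustment over the lists. Of these, 14 passed an adjusted p of 0.05, 7 higher and 7 lower in HS, and none did so when the correlation was estimated from the samples.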

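PTGS2 transcripts (cluster 12738576) gave strong signals in all 4 HS samples and in 3 of the 4 PF samples. Their log2 values were 10.9, 11.0, 10.7 and 10.7 in HS replicates 1 to 4 and 10.0, 10.6 and 10.7 in PF replicates 1, 2 and 4, whereas PF replicate 3 had 3.46. The mean was 8.70 ± 3.50 (SD, n = 4) in PF and 10.83 ± 0.15 (SD, n = 4) in HS, a log2 fold change of 2.13 (standard error 1.49, adjusted p = 0.72) that did not pass the test. Without PF replicate 3 the log2 fold change was 0.39. TNFAIP6, PTX3 and PTGES, which the LH surge also induces, were at 6.12, 6.08 and 6.69 in PF replicate 3, and the lowest of the other PF samples had 10.5, 10.4 and 10.2 (these genes were chosen after their values were seen). Of 44 genes induced by the LH surge, 12 were higher and 32 lower in HS, with a median log2 fold change of -0.27 (camera, adjusted p = 0.073). The list passed camera as lower in HS in 4 of the 8 repeats that left out 1 array, among them that without PF replicate 3 (adjusted p = 0.0090). The difference in its means was -0.40 without PF replicate 3 and -0.14 on all arrays. RUNX1 alone met the study's thresholds (log2 fold change -0.74), and this call was lost in 7 of the 8 repeats that left out 1 array and by the methods' t-test. None passed when adjusted over the list alone, and 3 had an unadjusted p under 0.05 in limma.

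**Figure D1:**
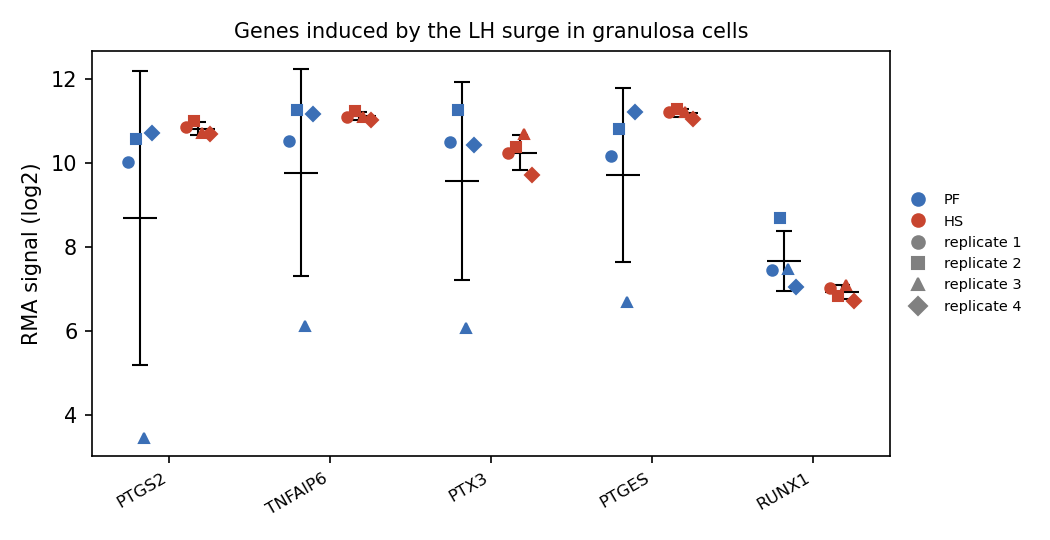
RMA signal (log2) of PTGS2, TNFAIP6, PTX3, PTGES and RUNX1 in granulosa cells of PF (blue) and HS (red) cows. Each symbol is an array, its shape gives the replicate number, and bars show the mean ± SD (n = 4). PTGS2 of PF replicate 3 sits at 3.46, under all other arrays.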

According to the microarray data this transcript was indeed highly expressed in follicles of both groups with average hybridization signals of 1323 and 1722 in the PF and HS groups, respectively. According to ANOVA these values were not different between both groups (P = 0.3).

### Expression profiling

To identify transcripts that were affected by the increased ambient temperature, the levels of significance for differential expression between the HS vs. PF samples were set with │FC│>1.5 and P<0.05 according to unpaired One-Way ANOVA. Altogether, 304 different transcript clusters representing 255 annotated genes, among them 196 up-, but only 59 down-regulated, fulfilled these criteria (S3 Table). However, none of these transcript clusters reached the level of significance (p<0.05) according to FDR analysis. 

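At the study's thresholds 591 transcript clusters differed in the limma fit, 423 higher and 168 lower in HS, and they stand for 432 named genes, 299 higher and 133 lower. The excess of higher genes was not seen in 2 repeats that left out 1 array. There were 650 named genes higher and 685 lower without PF replicate 2, and 328 and 323 without HS replicate 3. Both counts rose in these repeats, that of lower genes more, and 510 and 490 of the 591 clusters still met the thresholds. In the other repeats without 1 array, 69.5% to 79.4% of the clusters were higher. Among named clusters without overlap between the groups, KCNJ13, which encodes a potassium channel, was higher in HS by a log2 fold change of 1.85 and BDH1, which encodes a dehydrogenase of ketone body metabolism, by 1.84. BDH1 was at 1.04 without PF replicate 3, and its call was lost in 4 of 8 repeats that left out 1 array and by the methods' t-test. ALCAM, which encodes a cell adhesion molecule, had a log2 fold change of -1.39, DOCK11 of -1.18 and the aryl hydrocarbon receptor gene AHR of -1.12. A cluster of the class I histocompatibility gene BOLA had -1.29, while other clusters of BOLA had -0.08 and -0.24. Of the 591 clusters, 259 showed no overlap between the groups, and over the whole array 1243 clusters did (4.64%). With the methods' t-test in place of limma 355 clusters met the thresholds, and with limma the number ranged from 333 without HS replicate 1 to 1566 without PF replicate 2.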

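No gene passed the adjustment. The smallest adjusted p in limma was 0.600, which the zinc transporter gene SLC30A10 and KCNJ13 shared with further clusters. SLC30A10 had a signal of 5.32 ± 0.29 (SD, n = 4) in PF and 6.68 ± 0.24 (SD, n = 4) in HS, and KCNJ13 had 4.73 ± 0.53 (SD, n = 4) and 6.59 ± 0.42 (SD, n = 4), with every HS sample above every PF sample for both genes. At an unadjusted p under 0.05, limma counted 1928 clusters and the methods' t-test 1802, and after adjustment each counted 0. Without PF replicate 3, 3 clusters passed in limma, all without a gene symbol.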

The fold change (FC) values of affected transcripts ranged from 5.4 to -7.8 (Table 3). Together with the relatively low number of affected transcripts this suggests that the effects of pre-ovulatory heat exposure did not induce large alterations of the GC gene expression profiles in dominant follicles. Nevertheless, hierarchical clustering revealed a clear separation of HS from PF samples according to the expression levels of the 88 mostly affected genes with │FC│ >2 and unpaired One-Way ANOVA P<0.05 (Fig 2). 

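CRHBP, HAS3 and SLC9B2, all higher in HS, and IFI47, lower in HS, were the 4 transcripts that met the study's thresholds with a fold change above 4 on all arrays. The paper's own fold changes are 3.5 for CRHBP and 3.8 for SLC9B2. Without PF replicate 3 the log2 fold changes were 1.71 for HAS3, 1.78 for CRHBP and 1.84 for SLC9B2, and without PF replicate 1 that of IFI47 was -1.87, all under a fold change of 4. Another large difference was seen for CABYR, which encodes a calcium-binding protein (log2 fold change 1.81), and for the carbonic anhydrase gene CA5B (1.83). The median absolute log2 fold change of all clusters past the thresholds was 0.80, and these clusters made up 2.21% of the array. From the range of fold changes and the number of affected transcripts, the paper proposes that pre-ovulatory heat exposure did not induce large alterations of the granulosa cell profiles.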

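A fold change above 2 was met by 151 transcript clusters, 109 of them higher in HS, such as GK and ADAMTSL1, and 42 lower, such as ABCC4 and FXYD6. The ABCC4 cluster is weak, and other clusters of this gene had -0.14 and 0.04. When the 8 samples were clustered on these (Euclidean distance, average linkage), the deepest branch set PF replicates 1 and 3 apart from the 4 HS samples together with PF replicates 2 and 4. Within the larger branch, the 4 HS samples joined each other, and PF replicates 2 and 4 joined each other, before these sets met. No PF sample therefore stood within the branch of the HS samples. The clusters were picked on the difference between HS and PF, so their grouping is not independent evidence. On the 101 clusters picked by the methods' t-test with Tukey's biweight averages, the deepest branch set all 4 PF samples apart from all 4 HS samples. On the 88 clusters that S3 Table lists with a fold change above 2, PF replicates 1 and 3 again stood apart at the deepest branch, and lower branches were not examined. On all clusters of the array the deepest branch set PF replicate 3 apart from the other samples. The remaining HS and PF samples also parted on limma's own picks when PF replicate 3 or HS replicate 4 was left out.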

Considering the length of branches, which segregate individual samples this analysis showed a greater distance of PF samples from each other thus suggesting a greater variability between these samples compared to HS samples.

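The mean distance between PF samples was larger than that between HS samples, and the mean signals of fibroblast, endothelial and leukocyte markers were lower in HS, but neither difference passed an exact test. Over the clusters with a fold change above 2, the mean distance between samples was 14.3 in PF and 8.35 in HS, a ratio of 1.71, and over all clusters the ratio was 1.82 (exact permutation test, p = 0.057 for both). The ratio over all clusters was 1.44 without PF replicate 3. Fibroblast and smooth muscle markers, 23 of 25 lower in HS, averaged 8.26 ± 0.94 (SD, n = 4) in PF and 7.56 ± 0.77 (SD, n = 4) in HS (camera, adjusted p = 9.4e-04), with TAGLN at a log2 fold change of -0.85 (call lost in 6 of 8 repeats that left out 1 array). Endothelial markers, 22 of 23 lower in HS, averaged 6.57 ± 0.88 (SD, n = 4) in PF and 5.92 ± 0.76 (SD, n = 4) in HS (adjusted p = 3.5e-04), with ENG at -0.65 but FLT1 at 0.40. ENG lay between -1.23 and -0.10 over the alternatives, and FLT1 was at 0.16 without PF replicate 3. With an estimated correlation both lists had an adjusted p = 0.56, and without PF replicate 1 their camera values were 0.18 and 0.16. Their means per array were lower in PF replicate 2 and HS replicates 1, 2 and 4 than in the other 4 samples. Myeloid markers, all 29 lower in HS, averaged 6.07 ± 0.91 (SD, n = 4) and 5.36 ± 0.41 (SD, n = 4) (adjusted p = 1.4e-07, and 0.54 with an estimated correlation), with CD14 at -0.87 (call lost in 5 of 8 repeats and by the methods' t-test). The difference in their means was -0.31 without PF replicate 3 and -0.03 without PF replicates 1 and 3, where the list did not pass camera (adjusted p = 0.71). Of 34 lymphocyte and pan-leukocyte markers, 33 were lower in HS, and 6 met the study's thresholds, among them CD3D (-1.09), RGS1 (-1.12), CORO1A (-0.81) and IL7R (-0.72), of which IL7R was lost in 5 repeats and RGS1 in 1. Their means were 5.52 ± 0.59 (SD, n = 4) and 4.96 ± 0.27 (SD, n = 4) (adjusted p = 6.1e-10, and 0.54 with an estimated correlation). The difference in these means was -0.31 without PF replicate 3 and -0.15 without PF replicates 1 and 3. In exact permutation tests of the means per array, p was 0.31 for the fibroblast, 0.34 for the endothelial, 0.20 for the myeloid and 0.14 for the lymphocyte list. No marker of these 4 lists passed when adjusted over the list alone. The paper proposes from the branch lengths a greater variability between the PF samples.

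**Figure D2:**
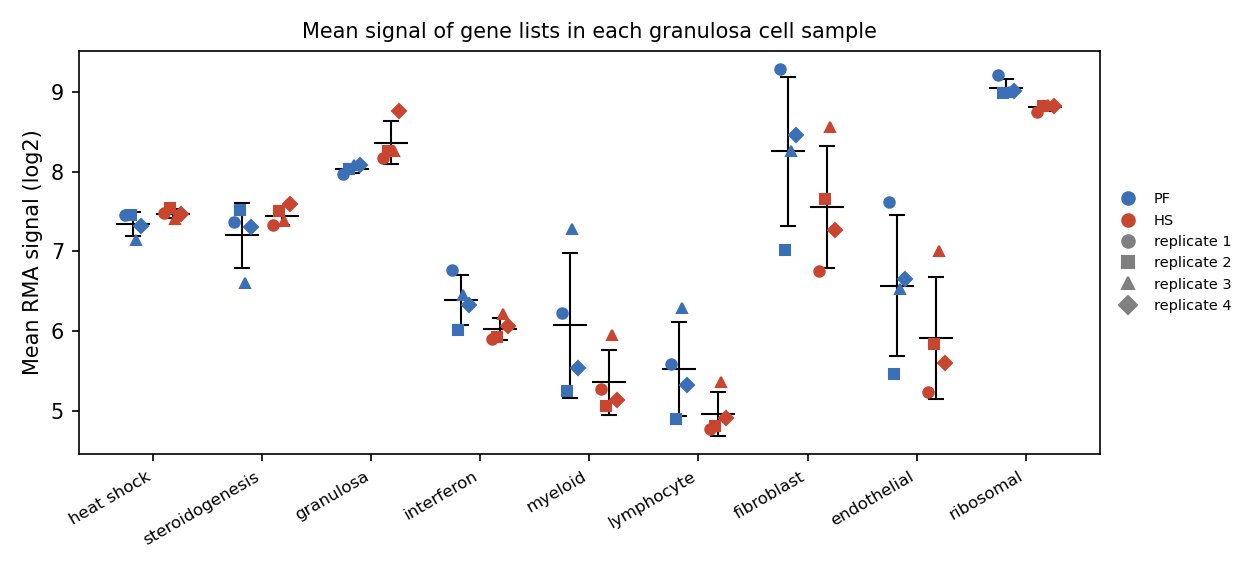
Mean RMA signal (log2) of 9 gene lists in granulosa cells of PF (blue) and HS (red) cows. Each symbol is an array, its shape gives the replicate number, and bars show the mean ± SD (n = 4). The myeloid mean of PF replicate 3 is 7.28 and the fibroblast mean of PF replicate 1 is 9.28.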

**Fig 2:**
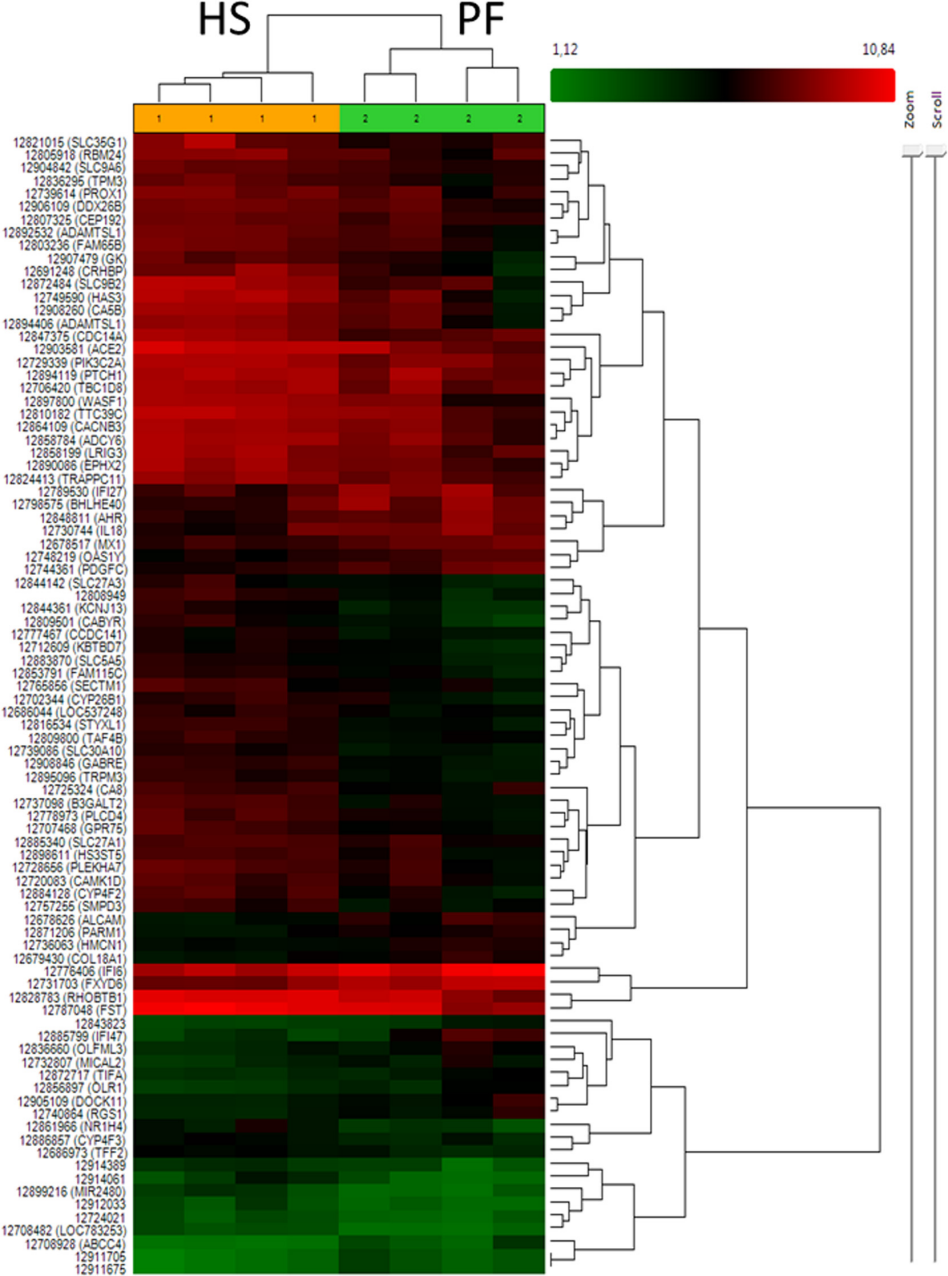
Hierarchical cluster analysis of heat affected genes. Based on the abundance of 88 differentially expressed granulosa cell transcripts (│FC│ >2 and unpaired One-Way ANOVA P<0.05) different samples were clustered using the respective tool of the Transcriptome Analysis Console software.

**Table 3:** qPCR re-evaluation of selected, differentially expressed transcripts according to microarray analysis.

Cluster ID	Gene Symbol	HS Signal	PF Signal	FC (array)	FC(qPCR)	P-valueqPCR	Description
12858784	*ADCY6*	519	239	2.2	3.5	0.03*	adenylate cyclase 6
12798575	*BHLHE40*	106	340	-3.2	-2.9	0.04*	basic helix-loop-helix family. member e40
12691248	*CRHBP*	251	77	3.5	6.4	0.02*	corticotropin releasing hormone binding protein
12787048	*FST*	1510	690	2.2	3.7	0.01*	follistatin
12907479	*GK*	204	73	2.7	1.1	0.67	glycerol kinase
12836105	*GNG12*	152	265	-1.7	-1.7	0.12	guanine nucleotide binding protein (G protein). gamma 12
12749590	*HAS3*	613	116	5.3	7.2	0.01*	hyaluronan synthase 3
12885799	*IFI47*	15	111	-7.8	-11.1	0.05*	interferon gamma inducible protein 47
12818707	*IFIT1*	15	26	-1.8	-1.5	0.10	interferon-induced protein with tetratricopeptide repeats 1
12690482	*MAP2K1*	198	104	1.9	1.8	0.05*	mitogen-activated protein kinase kinase 1
12678517	*MX1*	116	236	-2.0	-1.8	0.01*	myxovirus resistance 1
12748219	*OAS1Y*	77	159	-2.1	-2.3	0.04*	2'.5'-oligoadenylate synthetase 1. 40/46kDa
12744361	*PDGFC*	90	208	-2.2	-2.0	0.06	platelet derived growth factor C
12729339	*PIK3C2A*	630	290	2.2	3.0	0.02*	phosphatidylinositol-4-phosphate 3-kinase. catalytic 2 alpha
12778973	*PLCD4*	191	62	2.7	5.0	0.01*	phospholipase C. delta 4
12842793	*PRKACB*	626	350	1.9	1.7	0.25	protein kinase. cAMP-dependent. catalytic. beta
12793185	*PRKD1*	760	410	1.8	2.2	0.03*	protein kinase D1
12885340	*SLC27A1*	160	83	2.1	2.5	0.01*	solute carrier family 27 (fatty acid transporter). member 1

Mean hybridization values from microarray analysis and relative values (normalized to *TBP* expression) from qPCR analysis, fold changes (FC) of differences and p-values from unpaired t-tests are shown. Transcripts with significantly different expression levels according to qPCR re-evaluation are marked (*) and underlined.

Because of the relatively low levels of heat stress induced alterations and non-significant FDR p values, the abundance of 18 of the differentially expressed transcripts (according to ANOVA and FC thresholds) was re-evaluated by qPCR. Seven up- and 11 down-regulated transcripts were selected for qPCR among them the two top regulated genes (*HAS3* and *IFI47*), and a gene with established functional relevance during follicle development (*FST*), genes involved in the immune system (*IFIT1*, *OAS1Y*, *MX1*), in hormonal, intracellular and transcriptional signaling (*ADCY6*, *BHLHE40*, *CRHBP*, *GNG12*, *MAP2K1*, *PIK3C2A*, *PDGFC*, *PLCD4*, *PRKACB*, *PRKD1*), and in fat metabolism and transport (*GK*, *SLC27A1*). The tendency of regulation (i.e. either increased or decreased) was the same according to both, microarray and qPCR analysis. In addition, significantly different expression levels (according to unpaired t-tests) could be clearly confirmed for 13 out of the 18 transcripts by qPCR (Table 3).

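All 18 transcripts of Table 3 met the study's thresholds on the arrays in limma, 11 of them higher and 7 lower in HS, and for 11 the groups did not overlap. Of the 10 genes that the paper assigns to signaling, 7 were higher in HS, among them the kinase subunit gene PRKACB at a log2 fold change of 0.95, MAP2K1 at 0.77 and PRKD1 at 0.67, and 3 were lower, namely BHLHE40, PDGFC and the G-protein subunit gene GNG12 (-0.79). The glycerol kinase gene GK was higher, with 6.19 ± 1.07 (SD, n = 4) in PF and 7.84 ± 0.31 (SD, n = 4) in HS. The antiviral genes OAS1Y and IFIT1 were lower, with log2 fold changes of -1.03 and -0.80. Their adjusted p in limma lay between 0.64 and 0.68, and 0 of the 18 passed. The study chose these genes on the same samples, so their values on the arrays are not independent evidence. Without PF replicate 1, GNG12, IFIT1 and PRKD1 did not meet the thresholds, and PRKD1 did not without PF replicate 3. Without PF replicates 1 and 3, 10 of the 18 met them, and MAP2K1 did not.

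**Figure D3:**
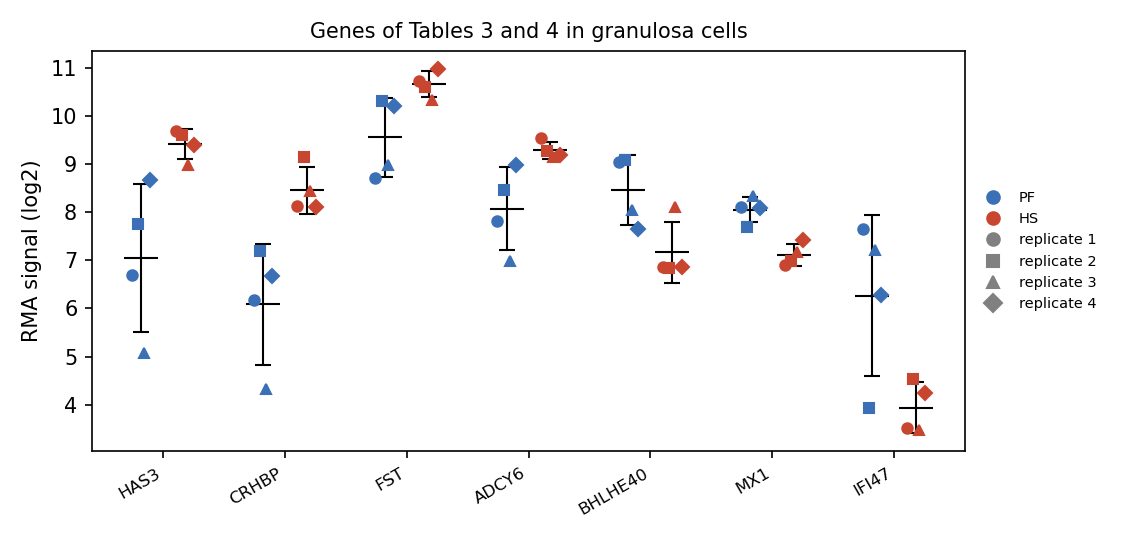
RMA signal (log2) of HAS3, CRHBP, FST, ADCY6, BHLHE40, MX1 and IFI47 in granulosa cells of PF (blue) and HS (red) cows. Each symbol is an array, its shape gives the replicate number, and bars show the mean ± SD (n = 4). PF and HS samples do not overlap for HAS3, CRHBP, FST, ADCY6 and MX1, and they overlap for BHLHE40 and IFI47.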

Considering individual regulated transcripts *HAS3* encoding hyaluronan synthase 3 showed strongest up-regulation and *IFI47* (interferon gamma inducible protein 47) strongest down-regulation (Table 4). Also 10 members of the solute carrier family (*SLC11A2*, *SLC27A1*, *SLC27A3*, *SLC29A2*, *SLC30A10*, *SLC35E2*, *SLC35G1*, *SLC5A5*, *SLC9A6*, *SLC9B2*) showed significant up-regulation with FC values between 1.5 to 3.8 (S3 Table). 

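HAS3 (cluster 12749590) had the highest and IFI47 (cluster 12885799) the lowest log2 fold change of all clusters past the study's thresholds. HAS3 had a signal of 7.05 ± 1.54 (SD, n = 4) in PF and 9.42 ± 0.32 (SD, n = 4) in HS, a log2 fold change of 2.37 (standard error 0.67, adjusted p = 0.68), and every HS sample was above every PF sample. IFI47 had 6.27 ± 1.66 (SD, n = 4) in PF and 3.94 ± 0.53 (SD, n = 4) in HS, a log2 fold change of -2.33 (standard error 0.74, adjusted p = 0.68). Its groups overlapped, since PF replicate 2 lay among the HS samples (exact permutation test, p = 0.086). Its mean in HS was under a log2 signal of 5, where signals are weak. IFI47 did not meet the thresholds without PF replicates 1 and 3 (-1.17). The paper ranked the 20 transcripts of Table 4 on these same samples, so their values here are not independent evidence. All 20 met the thresholds, 10 higher and 10 lower in HS, and for 12 the groups did not overlap. Among them the microRNA gene MIR2480 (log2 fold change 1.72) and the cytochrome gene CYP4F2 (1.77) were higher, and a further cluster of CYP4F2 had 0.06. The receptor gene OLR1 (-1.27), which is also a myeloid marker, OLFML3 (-1.10) and the cytokine gene IL18 (-1.36) were lower, and OLFML3 was not called without HS replicate 1 or 4. None of these 3 was called without PF replicates 1 and 3.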

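The paper picked the 10 solute carriers as higher on these same samples, so their direction here is not independent evidence. All 10 had higher mean signals in HS, and for 7 the groups did not overlap. Of these genes, 9 met the study's thresholds in limma, with log2 fold changes of 1.64 for SLC35G1, 1.07 for the iodide transporter gene SLC5A5, 0.70 for SLC35E2 and 0.63 for the nucleoside transporter gene SLC29A2. The fatty acid transporter gene SLC27A3 was at 5.48 ± 0.54 (SD, n = 4) in PF and 6.58 ± 0.74 (SD, n = 4) in HS. SLC11A2, which encodes an iron transporter, had a log2 fold change of 0.47 and did not reach a fold change of 1.5, although every HS sample was above every PF sample. Leaving out 1 array ended the call of SLC29A2 in 5 and of SLC27A3 in 4 of 8 repeats, and that of SLC35E2 without PF replicate 3 (0.48). By the methods' t-test SLC29A2 and SLC27A3 did not meet the thresholds.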

Differential expression of *SLC27A1* was confirmed by qPCR (Table 3). Most interestingly, *FST* encoding follistatin showed clear up-regulation under heat stress conditions (S3 Table and Table 3). 

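FST (cluster 12787048), the follistatin gene, was higher in HS than in PF. Its signal was 9.55 ± 0.82 (SD, n = 4) in PF and 10.66 ± 0.26 (SD, n = 4) in HS, a log2 fold change of 1.11 (standard error 0.37, adjusted p = 0.68). Every HS sample was above every PF sample (exact permutation test, p = 0.029, the smallest p that 4 against 4 allow). The study chose FST on the same samples, so this p is not independent evidence. The log2 fold change was 0.40 without PF replicates 1 and 3 and then did not meet the study's thresholds. Of 26 genes of the activin, inhibin and follistatin system, 10 were higher and 16 lower in HS, with a median log2 fold change of -0.11 (camera, adjusted p = 0.37). Apart from FST, the thresholds were met by SMAD3 (log2 fold change -0.59) and by BAMBI (-0.96), each lost in 5 of 8 repeats that left out 1 array and by the methods' t-test. None of the list passed when adjusted over the list alone, and 5 had an unadjusted p under 0.05 in limma.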

Follistatin is a member of the activin-inhibin-follistatin system, can directly bind to and thus neutralize activin and was originally described as a specific follicle-stimulating hormone (FSH) -release inhibitor [20]. Remarkably, except for *HSPA12A* (heat shock 70kDa protein 12A) no other known genes involved in heat stress reactions as heat shock factors or other heat shock proteins were affected although most of them are clearly present at different expression levels in the cells. Also genes involved in steroidogenesis (e.g. *CYP11A1*, *CYP19A1*, *HSD3B1*, *HSD17B10*, *HSD17B4*, and *HSD17B8*) were present at considerably high levels, but were virtually unaffected. 

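HSPA12A had a signal of 5.93 ± 0.36 (SD, n = 4) in PF and 5.47 ± 0.22 (SD, n = 4) in HS, a log2 fold change of -0.46 (standard error 0.19), which did not reach a fold change of 1.5. The co-chaperone genes BAG3 and DNAJB4 did meet the study's thresholds and were higher in HS. BAG3 was at 7.27 ± 0.89 (SD, n = 4) in PF and 8.26 ± 0.22 (SD, n = 4) in HS, and DNAJB4 had a log2 fold change of 0.61. BAG3 fell under the threshold without PF replicate 3 (0.55), and both calls were lost in 4 of 8 repeats that left out 1 array. By the methods' t-test neither gene met the thresholds. Of 50 heat shock proteins and factors, 38 were higher and 12 lower in HS with a median log2 fold change of 0.12, and 44 had a mean log2 signal of at least 5. The list passed camera (adjusted p = 0.0028), but not with an estimated correlation (adjusted p = 0.54) or in fry (adjusted p = 0.44). No member passed when adjusted over the list alone, and 8 had an unadjusted p under 0.05 in limma.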

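The transcripts of CYP11A1, HSD3B1, HSD17B10, HSD17B4 and HSD17B8 had mean signals between 8.93 and 11.1 in both groups, and CYP19A1, the aromatase gene, had 5.11 ± 1.21 (SD, n = 4) in PF and 7.01 ± 2.49 (SD, n = 4) in HS. On all arrays the 6 had higher means in HS, and none met the study's thresholds. The log2 fold changes were 0.14 for CYP11A1, 1.91 for CYP19A1, 1.24 for HSD3B1, 0.49 for HSD17B10, 0.33 for HSD17B4 and 0.25 for HSD17B8, and only HSD17B4 showed no overlap between the groups. The mean of CYP19A1 in HS rests on HS replicate 4, with 10.6 against 5.20 to 6.57 in the other HS samples. Its mean in PF rests on PF replicate 3, with 6.92 against 4.42 to 4.57 in the other PF samples. Without PF replicate 3 the log2 fold change of CYP19A1 was 2.51 and the groups did not overlap, but it still did not meet the thresholds. Without PF replicate 3, CYP11A1 was lower in HS (-0.42), HSD3B1 was at 0.42, HSD17B10 at 0.03 and HSD17B8 at 0.08, while HSD3B1 met the thresholds without PF replicate 2 (1.71). Of 30 genes of steroidogenesis, 21 were higher and 9 lower in HS with a median of 0.23. The list passed camera (adjusted p = 0.013), but not with an estimated correlation (adjusted p = 0.56) or without PF replicate 3 (0.46). POR, an electron donor of steroidogenic enzymes, was at 9.76 ± 1.15 (SD, n = 4) in PF and 10.88 ± 0.20 (SD, n = 4) in HS. Its log2 fold change was 0.59 without PF replicate 3, and it met the thresholds without PF replicate 2 (1.44) or 4 (1.36). Of 23 genes of cholesterol synthesis and uptake, 16 were higher and 7 lower (median 0.06, camera, adjusted p = 0.20), with MSMO1 at 0.55 but slightly lower in HS without PF replicates 1 and 3. The difference in the means of this list was 0.14 on all arrays and -0.11 without PF replicate 3. Without 1 array its adjusted p in camera ranged from 0.018 (PF replicate 2) to 0.95. No gene of either list passed when adjusted over the list alone, and 5 and 1 had an unadjusted p under 0.05 in limma.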

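None of 8 caspase genes met the study's thresholds, with 2 higher and 6 lower in HS and log2 fold changes from -0.90 to 0.38. BAX, BAD and BOK lay between -0.05 and 0.20, and 21 BCL genes between -0.996 and 0.61, with 10 higher and 11 lower. CASP5 is not on the array. In limma 0 of these 32 genes met the thresholds, while 1 caspase and 5 BCL genes had an unadjusted p under 0.05 in limma and 1 caspase and 1 BCL gene by the methods' t-test. Without PF replicate 3, 2 BCL genes met the thresholds, without HS replicate 3, 1 BCL gene did, and without PF replicate 2, 1 caspase and 1 BCL gene did. Of 45 genes of a wider apoptosis list, 17 were higher and 28 lower in HS, with a median log2 fold change of -0.03 (camera, adjusted p = 0.66). The receptor gene FAS was the member past the thresholds, with 5.63 ± 0.60 (SD, n = 4) in PF and 4.93 ± 0.26 (SD, n = 4) in HS, and its call was lost in 6 of 8 repeats that left out 1 array and by the methods' t-test. None passed when adjusted over the list alone, and 8 had an unadjusted p under 0.05 in limma.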

Pro-apoptotic (*CASP1 to CASP9*, *BAX*, *BAD*, *BOK*) or anti-apoptotic transcripts (*BCLs*) were also not significantly affected. Except for *CCNG2* transcripts encoding cyclin G2 (S3 Table) no other regulators of the cell cycle or the proliferation marker *PCNA* (proliferating cell nuclear antigen) were found regulated.

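CCNG2 (cluster 12870891) was higher in HS, with a signal of 6.67 ± 0.36 (SD, n = 4) in PF and 7.57 ± 0.32 (SD, n = 4) in HS. This is a log2 fold change of 0.89 (standard error 0.22, adjusted p = 0.64), with every HS sample above every PF sample. PCNA had 7.76 ± 0.54 (SD, n = 4) in PF and 7.42 ± 0.24 (SD, n = 4) in HS, a log2 fold change of -0.33 (exact permutation test, p = 0.34). PF replicate 1 had 8.56 for PCNA, against 7.41 to 7.53 in the other PF samples. Over the alternatives its log2 fold change lay between -0.45 and -0.05. Of 68 genes of the cell cycle and proliferation, 16 were higher and 52 lower in HS with a median of -0.18, and CCNG2 alone met the study's thresholds. The list did not pass camera (adjusted p = 0.15), but it passed as lower in HS without PF replicate 2 (0.0025) or 3 (0.0049) and as higher in HS without PF replicate 1 (0.017). None of its genes passed when adjusted over the list alone, and 3 had an unadjusted p under 0.05 in limma.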

**Table 4:** Top 20 regulated genes according to microarray analysis. Mean hybridization signals and fold change (FC) differences are shown.

Transcript Cluster ID	Gene Symbol	PF Signal	HS Signal	FC	Description
12749590	HAS3	116	617	5.4	hyaluronan synthase 3
12737098	B3GALT2	44	177	4.1	UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase
12884128	CYP4F2	49	190	3.9	cytochrome P450, family 4, subfamily F, polypeptide 2
12872484	SLC9B2	153	584	3.8	solute carrier family 9, subfamily B, member 2
12844361	KCNJ13	22	82	3.7	potassium inwardly-rectifying channel, subfamily J, member 13
12899216	MIR2480	4	15	3.7	microRNA mir-2480
12894406	ADAMTSL1	113	416	3.7	ADAMTS-like 1
12809501	CABYR	26	91	3.5	calcium binding tyrosine-(Y)-phosphorylation regulated
12691248	CRHBP	77	269	3.5	corticotropin releasing hormone binding protein
12908260	CA5B	153	512	3.4	carbonic anhydrase VB, mitochondrial
12776406	IFI6	1458	648	-2.2	interferon, alpha-inducible protein 6
12708928	ABCC4	8	3	-2.4	ATP-binding cassette, sub-family C (CFTR/MRP), member 4
12789530	IFI27	391	158	-2.5	putative ISG12(a) protein
12836660	OLFML3	57	22	-2.6	olfactomedin-like 3
12856897	OLR1	39	14	-2.8	oxidized low density lipoprotein (lectin-like) receptor 1
12678626	ALCAM	124	43	-2.9	activated leukocyte cell adhesion molecule
12730744	IL18	251	86	-2.9	interleukin 18 (interferon-gamma-inducing factor)
12731703	FXYD6	719	241	-3.0	FXYD domain containing ion transport regulator 6
12798575	BHLHE40	340	108	-3.2	basic helix-loop-helix family, member e40
12885799	IFI47	111	14	-7.8	interferon gamma inducible protein 47

### Bioinformatic evaluation

From the 304 differentially regulated transcript clusters 223 could be recognized and analyzed by IPA. These could be significantly assigned to 18 “Diseases and Functions”, of which “Reproductive System Development and Function”, “Cell Cycle”, “Endocrine System Disorders”, “Reproductive System Disease”, and “Cellular Growth and Proliferation” seem to be the most interesting in the functional context of folliculogenesis (Fig 3). Also 38 IPA Canonical Pathways were predicted as affected in GC by heat stress exposure of the animals (S4 Table). Most interestingly, transcripts encoding enzymes, which are essentially involved in G-protein coupled signaling, were found affected by heat stress. The heat affected transcripts *PLCD4* and *PIK3C2A* encoding the enzymes “phospholipase C, delta 4” and “phosphatidylinositol-4-phosphate 3-kinase, catalytic subunit type 2 alpha” were assigned to 14 and even 21 specific pathways, respectively. Both are essential factors of the phosphatidylinositol G-Protein signaling system, which is for example essentially involved in mediating oxytocin actions, but also in a plethora of other intracellular signaling processes. 

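PLCD4 and PIK3C2A were higher in HS, and for both every HS sample was above every PF sample. PLCD4 (cluster 12778973) had a signal of 6.02 ± 0.55 (SD, n = 4) in PF and 7.53 ± 0.35 (SD, n = 4) in HS, a log2 fold change of 1.51 (standard error 0.28, adjusted p = 0.64). PIK3C2A (cluster 12729339) had 8.43 ± 0.42 (SD, n = 4) in PF and 9.45 ± 0.19 (SD, n = 4) in HS, a log2 fold change of 1.02 (standard error 0.21, adjusted p = 0.64). Of 74 enzymes and subunits of G-protein coupled signaling, 44 were higher and 30 lower in HS with a median of 0.06. Of these, 9 met the study's thresholds, 8 higher and 1 lower, and 3 passed when adjusted over the list alone, namely PLCD4, PIK3C2A and PLCB4 (0.75). All 9 are in S3 Table, so they are not independent evidence. The list passed camera (adjusted p = 0.013), but not with an estimated correlation (adjusted p = 0.39) or without the genes of S3 Table (adjusted p = 0.27), and without PF replicate 2 it had 0.20 and without HS replicate 3 0.057.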

Another heat affected transcript was *ADCY6* encoding “adenylate cyclase 6”. This enzyme is also essentially involved in the cAMP/PKA (protein kinase A) mediated G-Protein pathway, which is essential for FSH and LH receptor signaling, and was found assigned to 12 specific pathways. 

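ADCY6 (cluster 12858784) was higher in HS. Its signal was 8.07 ± 0.86 (SD, n = 4) in PF and 9.28 ± 0.18 (SD, n = 4) in HS, a log2 fold change of 1.22 (standard error 0.38, adjusted p = 0.68). Every HS sample was above every PF sample (exact permutation test, p = 0.029), but the gene was chosen on the same samples. ADCY6 did not meet the study's thresholds without PF replicates 1 and 3 (0.55).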

Differential expression of these transcripts was confirmed by qPCR. Also *PDGFC* (platelet derived growth factor C), *PDGFB* (platelet-derived growth factor beta polypeptide), *SLC27A1* (solute carrier family 27 (fatty acid transporter), member 1) and *SLC27A3* (solute carrier family 27 (fatty acid transporter), member 3) were assigned to numerous different pathways (12, 12, 8 and 7, respectively).

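PDGFC was lower in HS, with 7.88 ± 0.52 (SD, n = 4) in PF and 6.79 ± 0.31 (SD, n = 4) in HS, a log2 fold change of -1.09 (standard error 0.27, adjusted p = 0.64). PDGFB was also lower, with 6.21 ± 0.13 (SD, n = 4) and 5.68 ± 0.18 (SD, n = 4). For both genes every HS sample was under every PF sample, but PDGFB, with a log2 fold change of -0.54, did not reach a fold change of 1.5. The fatty acid transporter gene SLC27A1 was higher, with 6.78 ± 0.55 (SD, n = 4) in PF and 7.58 ± 0.11 (SD, n = 4) in HS, a log2 fold change of 0.81. It did not meet the study's thresholds with array weights (0.38) or without PF replicates 1 and 3 (0.41). For SLC27A3 the log2 fold change was 1.11. Of 49 genes of fatty acid and glycerol metabolism, 34 were higher and 15 lower in HS with a median of 0.17, and 8 met the study's thresholds. Among these, GK5 (0.82) and GPD2 (0.63) were higher and CPT1C (-0.69) was lower. CPT1C was not called without PF replicate 1 (-0.57), and GPD2 in 3 of 8 repeats that left out 1 array. The list passed camera (adjusted p = 8.7e-05), but not with an estimated correlation (adjusted p = 0.39). It was written after S3 Table had been read, which holds 7 of its members. Without the genes of S3 Table it passed camera too (adjusted p = 0.0033). Its means per array did not overlap between the groups (exact permutation test, p = 0.029, which is 0.26 after adjustment over 27 lists). No member passed when adjusted over the list alone.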

**Fig 3:**
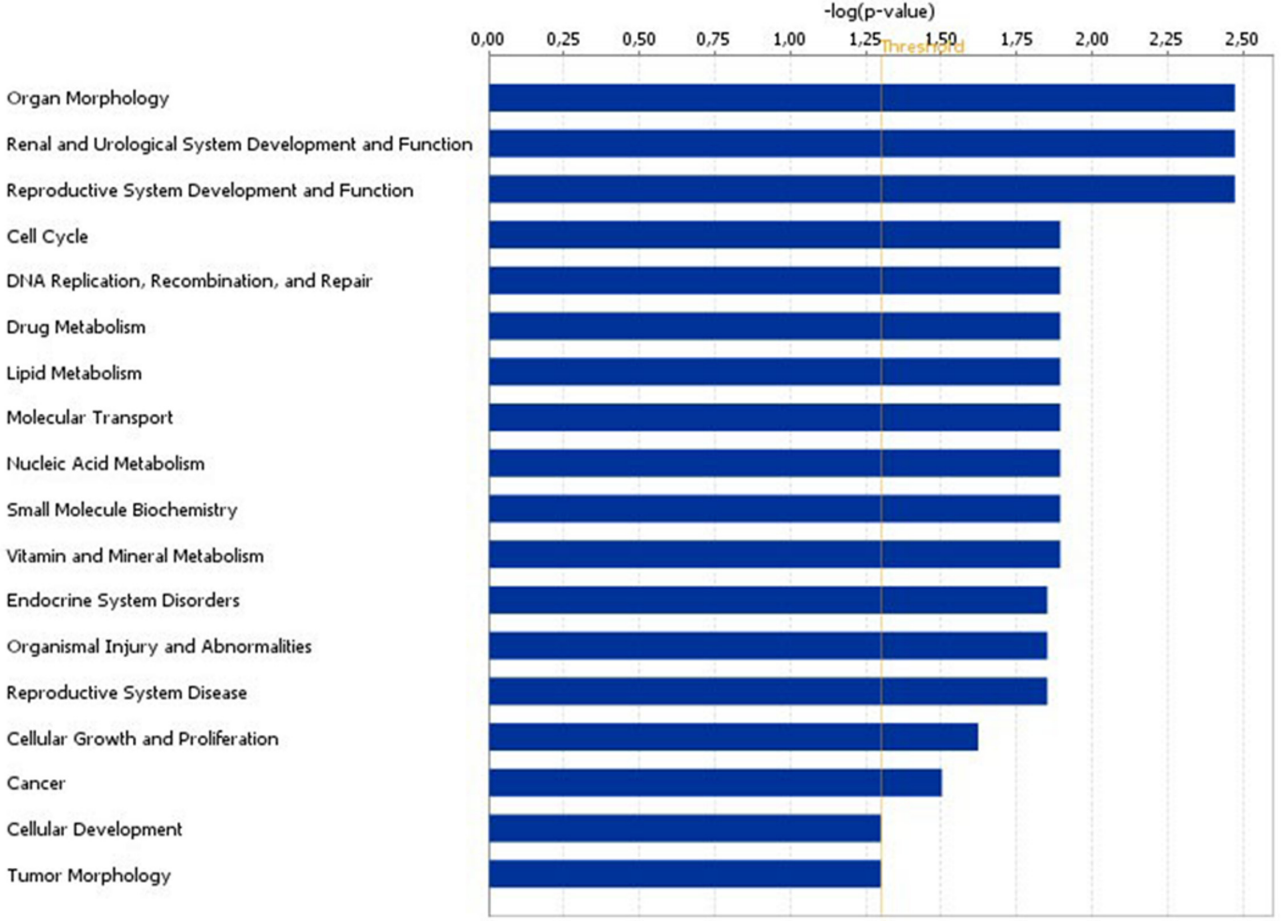
Affected “Diseases and Functions” in granulosa cells under acute pre-ovulatory heat stress conditions. Only significantly affected functions with p < 0.05 (indicated threshold line) according to bioinformatics IPA analysis were shown.

## Discussion

### Acute pre-ovulatory heat stress tends to compromise growth of the dominant follicle

As intended by the present experimental design animals of the HS and PF control group did not show considerable differences of most physiological parameters except for body (rectal) temperature. Considering feed and dry matter intake, and even milk yield and heat production, we found no significant differences of means between experimental and control groups. Water intake tended to be higher under heat stress, which can certainly be explained by the need of heat stressed animals to control their body temperature. This suggests that the observed alterations of reproductive parameters can be purely assigned to heat stress without collateral effects due to reduced feed intake. The remarkably increased rectal temperature clearly indicates that the animals actually are not able to maintain temperature homoestasis under the present acute HS conditions. Nevertheless, we found only moderate and not significant effects of acute pre-ovulatory heat stress on the growth of dominant follicles. In contrast, in a former study in lactating Holstein cows it has been shown that dominant, but not subordinate follicles of animals in a non-shade management are smaller compared to those in a shade management system at day 8, but not at earlier days of the cycle [21]. From their data the authors conclude that HS may alter the efficiency of follicle selection and dominance. In another study in bos indicus, even long term exposure to HS (28 days, 30°C) had no immediate effects on reproductive functions, as on follicular recruitment or on the pattern of follicular growth in Phases I and II., but exerted delayed deleterious effects on ovarian follicular dynamics and oocyte competence [22]. This may indicate that this cattle breed shows a better ability to adapt to heat stress conditions. On the other hand, long term heat exposure cannot be directly compared with the present acute HS model, where we found only moderate and not-significant effects on late follicular growth at best. However, it is still interesting that GC derived *FST* transcripts encoding follistatin clearly showed significantly higher expression levels in animals of the HS group. This was confirmed by the genome-wide microarray data as well as by qPCR re-evaluation. Follistatin was originally discovered as a FSH inhibiting substance present in ovarian follicular fluid [20]. Now we know that it directly binds to activin [23] as a member of the activin-inhibin-follistatin system thus neutralizing activin´s actions [24]. In a previous long term heat stress experiment however, comparing heat stressed and cooled animals throughout the complete estrous cycle, increased plasma levels of FSH have been reported in cooled animals [25]. During the present study FSH levels have not been determined, but increased expression of follistatin clearly suggests reduced action of FSH on GC due to reduced release of FSH and also LH from the pituitary. Besides direct effects on FSH release from gonadotropic neurons (see above) it has been shown that follistatin may also have indirect effects on LH release via inhibiting activin´s actions in hypothalamic GnRH neurons [26]. According to the established timing of folliculogenesis and the experimental design, it can be expected that animals were exposed to heat stress during the follicular phases of dominance after selection, which is characterized by only moderate follicular growth. Accordingly, reduced levels of FSH, but in particular of LH during this late pre-ovulatory stage could exert relevant effects on the growth of dominant follicles. Besides these endocrine actions it is also well known that follistatin can act as a paracrine or autocrine antagonist of activin within the bovine follicle in addition. *FST* transcripts are highly up-regulated in large E2-active follicles [27]. Whereas activin facilitates FSH-induced granulosa cell proliferation and mitogenesis [28], it has been shown in a recent study that follistatin induces caspase3-dependent apoptosis through Bcl2/Bax gene family members in bovine GC [29], probably by antagonizing activin´s actions. Significant alterations of apoptosis related transcripts however, were not observed within the analyzed mural GC fraction, thus challenging the view that acute HS generally induces apoptosis among these cells via paracrine or autocrine actions of GC derived follistatin. Taken together, these data suggest that increase levels and endocrine actions of follistatin from the GC layer could reduce the FSH, but in particular the LH levels and thus indirectly compromise the late growth phase of dominant follicles. This in turn might then also lead to reduced efficiency of follicular selection as discussed in previous studies on heat stress effects [21,30,31]. Interestingly, it has been found recently, that the expression of the components of the activin–inhibin–follistatin system is also altered in bovine ovarian cysts [32], thus suggesting the initiation of similar unfavorable processes within the dominant follicle by acute pre-ovulatory heat stress.

HS effects on steroidogenesis, however, were less clear. The P4 production seemed completely unaffected, which is in line with the observation that the abundance of steroidogenic transcripts seemed virtually unaffected in corresponding cells of the granulosa. The intra-follicular E2 content tended to be lower, however without statistical significance. In previous studies contradictory data have been reported on follicular steroid production under heat stress conditions. In a similar animal model (i.e. 7 days HS in an environmental chamber) E2 and P4 production was found unchanged in dominant follicles [31], whereas in another study it was reported that acute heat stress exposure during the winter season reduced the E2 concentrations [33], which is also in line with the observation that E2 production was lower during the hot (autumn and summer) compared to the cool season (winter). However, a smaller diameter and lower steroid concentrations in pre-ovulatory follicles lead to a smaller corpus luteum and a lower progesterone plasma concentration in the later dioestrus and therefore may compromise implantation and development of an embryo [34]. But a larger number of animals however, might be necessary in future experiments to confirm the relatively weak effects of acute HS during the late follicular growth phase.

### Acute pre-ovulatory heat stress induces altered gene expression profiles in granulosa cells

Genome wide expression analysis by mRNA microarrays revealed that acute pre-ovulatory heat stress had only moderate, but specific effects on the granulosa cell transcriptome. Only a small subset of genes was affected with relatively moderate alterations (fold changes). Because none of the transcript clusters reached the levels of significance according to FDR analysis (p < 0.05), we re-evaluated 18 selected transcripts by qPCR and could confirm differential expression of about two thirds of these genes. Thus not all of the microarray could be clearly affirmed, most likely due to considerable variations between samples and generally low fold change levels. However, hierarchical cluster analysis unambiguously indicated distinct expression profiles in GC samples from HS vs. PF animals. This is clearly indicative of specific effects of acute pre-ovulatory HS on the granulosa cell transcriptome. Interestingly, the variation among the PF samples was even greater than among HS samples thus suggesting directed alterations resulting from heat exposure.

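Of the hyaluronan synthase genes on the array, HAS3 alone differed past the study's thresholds. HAS1 had 4.79 ± 0.08 (SD, n = 4) in PF and 4.71 ± 0.11 (SD, n = 4) in HS, and HAS2 had 4.04 ± 0.31 (SD, n = 4) and 3.71 ± 0.35 (SD, n = 4), all under a log2 signal of 5. HYAL1, which encodes a hyaluronan-degrading enzyme, was higher in HS, with 6.41 ± 0.08 (SD, n = 4) in PF and 7.11 ± 0.38 (SD, n = 4) in HS, but not past the thresholds without HS replicate 1 (0.56). Of 24 genes of hyaluronan and its matrix, 7 were higher and 17 lower in HS. The median was -0.08, the mean 0.03 and the direction of camera lower (adjusted p = 0.74). None passed when adjusted over the list alone.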

In detail we found highest up-regulation in case of *HAS3* transcripts encoding “hyaluronan synthase 3”. *HAS3* is one of three mammalian hyaluronan synthase genes, *HAS1*, *HAS2*, and *HAS3* [35], which are involved in the synthesis of the unbranched glycosaminoglycan hyaluronan (HA), a major constituent of the extracellular matrix. It has been shown that increased HA production by cancer cells promoted their invasive capacity [36]. In the ovary, HA produced by the granulosa layer are essentially involved in the formation of the follicular fluid and play a role during cumulus oocyte expansion [37,38]. In cow, but also in horse in particular the expression of *HAS2* is strongly induced by gonadotropins in GC of pre-ovulatory follicles [39,40]. In the rat *Has1* and *Has2* transcripts are expressed in cells of the theca and granulosa, whereas HA molecules are predominantly localized in the extracellular matrix of the theca layer, within the follicular fluid, but also the zona pellucida of large antral follicles [41]. Interestingly, also *B3GALT2* transcripts, encoding the membrane-bound glycoprotein enzyme “UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase”, which is involved in the modification of cell surface molecules and thus cell-cell interactions were strongly up-regulated in GC of the HS group. 

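B3GALT2 (cluster 12737098) was higher in HS. Its signal was 5.91 ± 0.60 (SD, n = 4) in PF and 7.60 ± 0.24 (SD, n = 4) in HS, a log2 fold change of 1.69 (standard error 0.28, adjusted p = 0.61). PF replicate 4, with 6.80, stood above the other PF samples at 5.51 to 5.68, and every HS sample was above it.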

In a recent paper it has been shown that a similar enzyme, “core 1 β1, 3-galactosyltransferase 1” (C1galt1) synthesizing “core 1-derived O-glycans” is functionally involved in cumulus expansion [42].

The functional relevance of *HAS3* up-regulation after acute pre-ovulatory heat stress is not clear yet, however, one might speculate that the production of glycan molecules and thus the modulation of the cell-cell interactions within cells of the granulosa are significantly altered by HS exposure.

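CRHBP (cluster 12691248) had a signal of 6.09 ± 1.25 (SD, n = 4) in PF and 8.45 ± 0.48 (SD, n = 4) in HS. The log2 fold change was 2.37 (standard error 0.57, adjusted p = 0.64), and no HS sample overlapped with PF (exact permutation test, p = 0.029). As the study chose this gene on the same samples, the p is not independent evidence.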

Another highly up-regulated gene was *CRHBP* encoding “corticotropin releasing hormone binding protein” (Table 3). This factor was found expressed in the primate corpus luteum, where it was up-regulated during the late luteal phase and might play a role for luteal development [43]. It was also found expressed in cells of the granulosa and theca. In humans *CRHBP* could be identified in most female reproductive tissues, where it is involved in follicular maturation, ovulation, and luteolysis [44]. CRHBP mRNA increased in the primate corpus luteum (CL) after LH withdrawal [45]. However, the functional relevance of this factor during late folliculogenesis and in particular its remarkable up-regulation under acute pre-ovulatory HS conditions in bovine GC is not clear yet.

Also ten members of the large solute carrier family were among the affected genes (S3 Table) with all of them up-regulated and one of them, *SLC9B2*, among the most up-regulated transcripts (Table 4). 

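SLC9B2 (cluster 12872484), which encodes a sodium/hydrogen exchanger, was at 6.96 ± 1.05 (SD, n = 4) in PF and 9.30 ± 0.41 (SD, n = 4) in HS. Its log2 fold change was 2.34 (standard error 0.48, adjusted p = 0.64), and every HS sample was above every PF sample.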

Several members of this protein family are expressed in the GC layer. Two of them, “solute carrier family 2 member 1” and “solute carrier family 2 member 3” have been suggested as cumulus cell derived molecular markers for bovine oocyte competence [46]. During the present study we found the presence of 251 and 261 transcripts of this family in GC of control and heat stressed animals, respectively, however, most of them without significantly different abundance levels (data not shown). 

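Of 347 solute carrier genes on the array, 162 were higher and 185 lower in HS, and 218 had a mean log2 signal of at least 5. The median log2 fold change was -0.02, the mean 0.03 and the direction of camera higher (adjusted p = 0.39). In limma 13 met the study's thresholds, 11 higher and 2 lower, and 1 of them, SLC30A10, passed when adjusted over the list alone. Among the lower ones was the monocarboxylate transporter gene SLC16A6, with 4.65 ± 0.16 (SD, n = 4) in PF and 4.04 ± 0.13 (SD, n = 4) in HS, which was not called without PF replicate 2 or HS replicate 4. The glucose transporter genes SLC2A1 and SLC2A3 did not meet the thresholds. SLC2A1 had 9.23 ± 0.74 (SD, n = 4) in PF and 9.82 ± 0.29 (SD, n = 4) in HS, and SLC2A3 had 7.40 ± 0.86 (SD, n = 4) and 7.75 ± 0.31 (SD, n = 4). Without PF replicate 2, SLC2A1 met them (0.88). Neither was higher in HS without PF replicates 1 and 3.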

To our knowledge, with one exception, members of the solute carrier family have not been published yet in the context of heat stress conditions. Only in a recent study it was found that *SLC5A11* transcripts were up-regulated under acute heat stress conditions in the testes of a broiler-type stain of Taiwan country chicken [47] and was discussed in the context of apoptotic processes. 

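SLC5A11 (cluster 12813719) had a signal of 4.98 ± 0.28 (SD, n = 4) in PF and 5.01 ± 0.32 (SD, n = 4) in HS. Its log2 fold change was 0.03 (standard error 0.20, adjusted p = 0.97) and lay between -0.11 and 0.14 when 1 array was left out.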

The bovine orthologue of this gene was also found expressed at moderated levels in GC of the HS and PF groups, however without any heat stress related regulation.

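BHLHE40 (cluster 12798575) was lower in HS, with 8.46 ± 0.72 (SD, n = 4) in PF and 7.17 ± 0.63 (SD, n = 4) in HS. This is a log2 fold change of -1.29 (standard error 0.41, adjusted p = 0.68), and the groups overlapped because HS replicate 3 had 8.11, above PF replicates 3 and 4 (exact permutation test, p = 0.086). The clock genes ARNTL (log2 fold change 0.75) and NPAS2 (0.67) were higher in HS without overlap between the groups, and NPAS2 was not past the thresholds without PF replicate 1 (0.56) or HS replicate 4 (0.55). Of 22 genes of the circadian clock, BHLHE40 among them, 9 were higher and 13 lower in HS. The median was -0.01, the mean -0.03 and the direction of camera higher (adjusted p = 0.91). The list was written after S3 Table had been read, which holds its 3 members past the study's thresholds, and none passed when adjusted over the list alone.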

A prominently down-regulated transcript under acute heat stress conditions was *BHLHE40* encoding the E-box binding transcription factor “basic helix-loop-helix family, member E40” (Table 3). Expression and regulation of this gene, also known as *SHARP2*, by gonadotropins has been previously studied in rat GC [48]. Members of this family are known to respond to environmental stimuli and regulate several physiological processes in diverse cell types, including cell cycle, apoptosis, and differentiation via their actions as both transcriptional activators and repressors [49]. The physiological role of this factor during folliculogenesis is not yet clear, but its established role as a transcriptional repressor is in line with the observed heat stress induced up-regulation of the vast majority of heat affected transcripts.

Another down-regulated transcript confirmed by qPCR (Table 4) was *MX1* encoding the interferon-inducible GTP-binding protein P78 originally named “myxovirus resistance 1”. 

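MX1 (cluster 12678517) was lower in HS, with 8.06 ± 0.27 (SD, n = 4) in PF and 7.12 ± 0.23 (SD, n = 4) in HS, a log2 fold change of -0.94 (standard error 0.17, adjusted p = 0.64). Every HS sample was under every PF sample. Of 62 interferon-stimulated genes, 46 were lower and 16 higher in HS with a median of -0.36. The study's thresholds were met by 10, of which 7 were lower, among them IFI6 (-0.97) and IFI27 (-1.15, a call lost in 4 of 8 repeats that left out 1 array and by the methods' t-test), and 3 higher, among them CMPK2 (0.62, not called without PF replicate 2) and RNF213 (0.72, with -0.50 in another cluster). Adjusted over the list alone, 5 passed, namely MX1, OAS1Y, CMPK2, RNF213 and RSAD2 (RSAD2 is named after its value was seen). The list was written after S3 Table had been read, which holds 9 of the 10. It passed camera (adjusted p = 8.7e-05, and 0.0011 without the genes of S3 Table), but not with an estimated correlation (adjusted p = 0.54) or without PF replicates 1 and 3 (adjusted p = 0.40), where the median was -0.09. Genes of class I and II antigen presentation were also lower, 24 of 26, with a median of -0.33 (camera, adjusted p = 8.7e-05, and 0.54 with an estimated correlation). JSP.1 (-0.84), B2M (-0.60) and PSMB8 (-0.80) met the thresholds, and the calls of B2M and PSMB8 were each lost in 6 of those repeats and by the methods' t-test, and that of JSP.1 in 2. Without PF replicates 1 and 3 that list had an adjusted p = 0.55, and IFI6, RNF213, JSP.1, B2M and PSMB8 did not meet the thresholds. No gene of antigen presentation passed when adjusted over the list alone. The leukocyte markers were lower in the same samples.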

For the first time this gene has been described in the context of reproduction in the ovine corpus luteum, where it is induced by conceptus derived interferon tau and showed stabilized expression throughout pregnancy [50]. In this context it was hypothesized that *MX1* might be involved in providing protection or resistance of the corpus luteum to lytic actions and in helping to protect the embryo and early developing fetus from diseases or infections. Interestingly, in mouse ovarian granulosa cells this protein seems involved in the induction of innate antiviral responses [51]. So far however, we have no conclusive explanation for its significant down-regulation in GC of the HS group.

### Acute pre-orulatory heat stress does not specifically affect stress- and apoptosis-related genes in granulosa cells

In the present study, neither heat shock nor stress related, nor apoptosis related genes have been found affected, which is contradictory to several previous studies. In buffalo it was found that COCs recovered during the spring and summer showed significant (P < 0.05) upregulation of HSP70 mRNA expression compared to those collected during the cold season [52]. This suggests that long term exposure to HS throughout the summer in hot countries entails different effects as compared with the present experimental approach of acute pre-ovulatory HS. Heat-induced apoptosis and the involvement of the Bax and BH4 domain dependent pathways was also found when bovine cumulus-oocyte-complexes (COC) were exposed in vitro to 41°C compared to 39°C [53]. Also in another study in cultured sheep GC the colony forming efficiency was decreased and the apoptosis rate was significantly increased under thermal stress. Both effects could be reduced with melatonin supplementation [54]. In pig, culturing of ovarian GC at high (41°C) vs. normal (37.5°C) temperatures resulted in increased abundances of *HSP70*.*2*, *HSP72* and *HSP105/110* mRNAs [55]. In contrast, markers of proliferation and cell cycle as *PCNA* and *cyclin B1* and of apoptosis (Bax, caspase-3) were negatively affected under in vitro heat stress conditions in isolated pig ovarian follicles as well as in cultured GC [56]. Also in a previous in vitro study exposing bovine day 17 conceptuses to heat stress (39°C vs. 43°C) a clear induction of heat shock proteins was found [57]. In a recent study it was also shown in cultured bovine granulosa cells that even mild HS (40.5°C) can induce apoptosis through the BAX/BCL-2 pathway [58]. However, one must be careful to directly compare these contradictory in vitro data with the data of the present in vivo approach. In a previous study it has been shown that the presence of even low serum concentrations induces fundamental changes of the morphological, physiological and molecular properties of cultured bovine granulosa cells leading to a dramatic decrease of the granulosa cell-specific functionality [59].

Interestingly, using an organ cultures approach in pig it was shown that heat shock proteins and levels of the heat shock factor proteins were significantly increased in oocytes whereas the same proteins were completely unaffected in cumulus cells [8]. This was also confirmed by in vivo experiments showing that different heat shock protein and heat shock factor transcripts and proteins were affected in oocytes, but not in cumulus cells of cumulus-oocyte-complexes collected during summer compared to winter [8]. Although the heat stress models and species are different in these studies the results are in accordance with our data. Suggestively, either granulosa derived cells (cumulus, granulosa) are not able to “adequately” respond to heat stress or their response thresholds are different compared to germ line derived or other cell types as also discussed by [8]. An alternative explanation for the absent up-regulation of stress-related genes could be an effective pre-ovulatory temperature gradient that had been observed in several mammalian ovaries with large follicles being 0.5 to 1.5°C cooler than the ovarian stroma [60,61]. This has been found in rabbits and pigs, but might also be present in the bovine. This effect might be caused by heat-consuming processes in the expanding follicullar fluid and by a local transfer of heat between intra-ovarian blood vessels [60]. As a result, the cells within large pre-ovulatory follicles might have been protected from deleterious heat stress under the present experimental conditions.

Accordingly, also due to bioinformatic analysis with the IPA tool specific stress- or heat-related functions or pathways were also not found to be affected. By contrast, more general functions, partly directly related to processes of reproduction were affected (see Fig 3). Altogether 38 different heat affected canonical pathways could be identified by IPA. However, the regulated genes *PIK3C2A*, *PLCD4* and/or *ADCY6* were significantly associated with 24 of them. This suggests that only few basic intracellular pathways as the inositol (IP3/DAG) or cAMP/PKA pathways were affected by the heat stress treatment. Both pathways are part of a plethora of signaling system, mostly associated with G-protein receptors as FSH and LH, or oxytocin signaling. Because all three genes were found up-regulated under HS conditions, this suggests a general rather than specific activation of many intracellular pathways under the present HS conditions. This is also well in line with the observation that nearly 80% of the affected genes were clearly up-regulated. 

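Of the clusters past the study's thresholds, PLCD4, PIK3C2A and ADCY6 among them, 71.6% were higher in HS. The share was 69.2% of the named genes and 72.2% of the clusters with a fold change above 2. With the methods' t-test it was 75.5%. The share depended on single arrays, with 51.0% without PF replicate 2 and 54.7% without HS replicate 3, and for a fold change above 2 it turned to 39.5% and 44.9%. When the array medians were subtracted, which moved the median log2 fold change of all clusters by 0.06, it was 83.9%, with 564 clusters higher and 108 lower. Of all clusters on the array, 46.0% had a higher mean in HS.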

Other frequently involved heat affected genes were *PDGFB* and/or *PDGFC*, encoding “platelet derived growth factor subunit B” and “platelet derived growth factor C”, respectively. These were associated with 12 significantly affected pathways (see S4 Table). This is well in line with the -established role of the platelet derived growth factor pathway to control steroidogenesis in both sexes thus representing a conserved mechanism in the local control of steroidogenic cell lineages [62].

## Conclusions

From these data we conclude that acute pre-ovulatory heat stress does not affect specific stress- or apoptosis-related, but instead more general intracellular signaling pathways in granulosa cells. The data also provide first evidence that heat induced alterations of the activin-inhibin-follistatin system might in part be responsible for the possibly compromised growth of the dominant follicle.

## Supporting Information

S1 Table Primers used for quantitative real-time PCR (qPCR).

S2 Table Transcript abundance of different housekeeping genes in samples of the HS and PF groups.

S3 Table List of differentially expressed transcripts between samples of the HS and PF group.

S4 Table Significantly affected Canonical Pathways according to IPA analysis.

## Abbreviations

BW: body weight
d: day(s)
(m)GC: (mural) granulosa cells
E2: estradiol
FC: fold change
GnRH: gonadotropin releasing hormone
h: hour(s)
HP: metabolic heat production
HS: heat stress
LH: luteinizing hormone
mBW: metabolic body weight
NEB: negative energy balance
P4: progesterone
PF: pair-fed
PGF_2α_: Prostaglandin F2α
RIA: radioimmunoassay
THI: Temperature Humidity Index

# Supplementary material for: Exposure of Lactating Dairy Cows to Acute Pre-Ovulatory Heat Stress Affects Granulosa Cell-Specific Gene Expression Profiles in Dominant Follicles
**Source:** PLoS One. 2016 Aug 17;11(8):e0160600. doi: 10.1371/journal.pone.0160600
**Supplement:** S1 Table

S1 Table. Primers used for quantitative real-time PCR (qPCR)

# Supplementary material for: Exposure of Lactating Dairy Cows to Acute Pre-Ovulatory Heat Stress Affects Granulosa Cell-Specific Gene Expression Profiles in Dominant Follicles
**Source:** PLoS One. 2016 Aug 17;11(8):e0160600. doi: 10.1371/journal.pone.0160600
**Supplement:** S2 Table

S2 Table. Transcript abundance of different housekeeping genes in samples of the HS and PF groups.

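On the arrays, the means of the housekeeping genes HPRT1 and GAPDH were higher in HS and those of RPS18, RPLP0 and B2M lower. HPRT1 had 9.19 ± 0.95 (SD, n = 4) in PF and 10.06 ± 0.15 (SD, n = 4) in HS, GAPDH had 11.46 ± 0.33 (SD, n = 4) and 11.67 ± 0.03 (SD, n = 4), and B2M had 10.44 ± 0.46 (SD, n = 4) and 9.83 ± 0.32 (SD, n = 4). The log2 fold change of TBP, to which qPCR values were normalized, was -0.01 (standard error 0.15), and 0.05 when the array medians were subtracted. Without PF replicate 3 the log2 fold change of HPRT1 was 0.41, and without PF replicate 1 HPRT1 met the study's thresholds (1.11). GAPDH had 0.21, and no difference in mean without PF replicates 1 and 3. RPS18 (-0.32) and RPLP0 (-0.24) were lower without overlap between the groups. In limma 0 of the 7 genes passed the adjustment, 1 passed when adjusted over the list alone, namely RPS18, and 2 had an unadjusted p under 0.05. The median over the 7 genes was -0.01, the mean 0.03 and the direction of camera lower (adjusted p = 0.54).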

|  | RPS18 | RPLP0 | B2M | GAPDH | HPRT1 | TBP | HMBS |
| --- | --- | --- | --- | --- | --- | --- | --- |
| HS | 1.4E+08 | 1.2E+08 | 4.9E+07 | 1.8E+08 | 1.5E+07 | 2.8E+06 | 1.5E+06 |
|  | ±1.4E+07 | ±9.1E+06 | ±1.3E+07 | ±3.2E+07 | ±3.0E+06 | ±2.6E+05 | ±1.7E+05 |
| PF | 1.8E+08 | 1.5E+08 | 9.6E+07 | 9.6E+07 | 7.3E+06 | 2.3E+06 | 1.1E+06 |
|  | ±2.7E+07 | ±2.8E+07 | ±2.9E+07 | ±2.7E+07 | ±2.3E+06 | ±1.9E+05 | ±1.4E+05 |
|  |  |  |  |  |  |  |  |
| FC | -1.3 | -1.2 | -2.0 | 1.9 | 2.0 | 1.2 | 1.4 |
| p | 0.24 | 0.39 | 0.18 | 0.08 | 0.10 | 0.16 | 0.10 |

Values are means of absolute abundance [copy numbers/µg RNA] ± SEM. FC, fold changes; p, p-values from unpaired t-tests comparing means from the HS and PF groups.

# Supplementary material for: Exposure of Lactating Dairy Cows to Acute Pre-Ovulatory Heat Stress Affects Granulosa Cell-Specific Gene Expression Profiles in Dominant Follicles
**Source:** PLoS One. 2016 Aug 17;11(8):e0160600. doi: 10.1371/journal.pone.0160600
**Supplement:** S3 Table

S3 Table. List of differentially expressed transcripts between samples of the HS and PF group.

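All 304 transcript clusters of this table are in the deposited values, and all 304 had the same direction there. Table members such as KCNJ13, SLC30A10, ALCAM and AHR met the study's thresholds in limma together with 246 clusters of the table in all, and 280 had an unadjusted p under 0.05 by the methods' t-test. With Tukey's biweight averages, which give less weight to values far from the group median, 262 of the clusters met the thresholds. The table's log2 fold changes differed from those of biweight averages by a median of 0.03 and from those of arithmetic means by 0.07. The table's signals, on the log2 scale, differed from the biweight averages by a median of -0.15 in each group. Of its clusters, 41 have no annotation.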

Mean hybridization signals (Signal), fold change (FC) and p-value from unpaired one-way ANOVA statistical analysis are shown.

# Supplementary material for: Exposure of Lactating Dairy Cows to Acute Pre-Ovulatory Heat Stress Affects Granulosa Cell-Specific Gene Expression Profiles in Dominant Follicles
**Source:** PLoS One. 2016 Aug 17;11(8):e0160600. doi: 10.1371/journal.pone.0160600
**Supplement:** S4 Table

S4 Table. Significantly affected Canonical Pathways according to IPA analysis.

| **#** | **Ingenuity Canonical Pathways** | **p-value** | **Ratio** | **Molecules** |
| --- | --- | --- | --- | --- |
| 1 | Sphingosine-1-phosphate Signaling | 0.000 | 0.102 | PIK3C2A, ADCY6, SMPD3, PLCD4, PDGFC, PDGFB |
| 2 | Mitochondrial L-carnitine Shuttle Pathway | 0.001 | 0.231 | SLC27A1, SLC27A3, CPT1C |
| 3 | Glycerol Degradation I | 0.001 | 0.500 | GK, GPD2 |
| 4 | PAK Signaling | 0.002 | 0.089 | ARHGAP10, PIK3C2A, PDGFC, PDGFB |
| 5 | LPS/IL-1 Mediated Inhibition of RXR Function | 0.003 | 0.053 | IL18, NR1H4, CHST11, SLC27A1, SLC27A3, CPT1C |
| 6 | Fatty Acid Activation | 0.005 | 0.222 | SLC27A1, SLC27A3 |
| 7 | P2Y Purigenic Receptor Signaling Pathway | 0.006 | 0.069 | PIK3C2A, ADCY6, PLCD4, GNG12 |
| 8 | Macropinocytosis Signaling | 0.008 | 0.094 | PIK3C2A, PDGFC, PDGFB |
| 9 | Antiproliferative Role of Somatostatin Receptor 2 | 0.008 | 0.091 | PIK3C2A, NPR1, GNG12 |
| 10 | Actin Cytoskeleton Signaling | 0.009 | 0.050 | PIK3C2A, WASF1, PDGFC, PDGFB, GNG12 |
| 11 | γ-linolenate Biosynthesis II (Animals) | 0.010 | 0.167 | SLC27A1, SLC27A3 |
| 12 | PPARα/RXRα Activation | 0.010 | 0.048 | GK, GPD2, ADCY6, SLC27A1, PLCD4 |
| 13 | Relaxin Signaling | 0.012 | 0.057 | PIK3C2A, NPR1, ADCY6, GNG12 |
| 14 | GPCR-Mediated Nutrient Sensing in Enteroendocrine Cells | 0.012 | 0.079 | ADCY6, PLCD4, GNG12 |
| 15 | Type II Diabetes Mellitus Signaling | 0.013 | 0.056 | PIK3C2A, SLC27A1, SLC27A3, SMPD3 |
| 16 | Glioblastoma Multiforme Signaling | 0.016 | 0.053 | PIK3C2A, PLCD4, PDGFC, PDGFB |
| 17 | Gap Junction Signaling | 0.016 | 0.053 | PIK3C2A, NPR1, ADCY6, PLCD4 |
| 18 | Leptin Signaling in Obesity | 0.016 | 0.071 | PIK3C2A, ADCY6, PLCD4 |
| 19 | PDGF Signaling | 0.019 | 0.067 | PIK3C2A, PDGFC, PDGFB |
| 20 | CREB Signaling in Neurons | 0.019 | 0.049 | PIK3C2A, ADCY6, PLCD4, GNG12 |
| 21 | UVA-Induced MAPK Signaling | 0.020 | 0.065 | PIK3C2A, SMPD3, PLCD4 |
| 22 | Circadian Rhythm Signaling | 0.021 | 0.111 | ARNTL, BHLHE40 |
| 23 | Atherosclerosis Signaling | 0.023 | 0.063 | IL18, PDGFC, PDGFB |
| 24 | Fatty Acid β-oxidation I | 0.024 | 0.105 | SLC27A1, SLC27A3 |
| 25 | Glycerol-3-phosphate Shuttle | 0.025 | 0.500 | GPD2 |
| 26 | Stearate Biosynthesis I (Animals) | 0.032 | 0.091 | SLC27A1, SLC27A3 |
| 27 | Superpathway of Inositol Phosphate Compounds | 0.032 | 0.043 | PIK3C2A, STYXL1, PLCD4, PXYLP1 |
| 28 | Corticotropin Releasing Hormone Signaling | 0.032 | 0.055 | NPR1, PTCH1, ADCY6 |
| 29 | Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis | 0.032 | 0.036 | IL18, PIK3C2A, PLCD4, PDGFC, PDGFB |
| 30 | Glioma Signaling | 0.034 | 0.054 | PIK3C2A, PDGFC, PDGFB |
| 31 | Thrombin Signaling | 0.036 | 0.041 | PIK3C2A, ADCY6, PLCD4, GNG12 |
| 32 | Role of NFAT in Cardiac Hypertrophy | 0.036 | 0.041 | PIK3C2A, ADCY6, PLCD4, GNG12 |
| 33 | Tetrapyrrole Biosynthesis II | 0.038 | 0.333 | ALAD |
| 34 | NAD Phosphorylation and Dephosphorylation | 0.038 | 0.333 | PXYLP1 |
| 35 | PPAR Signaling | 0.043 | 0.049 | IL18, PDGFC, PDGFB |
| 36 | GABA Receptor Signaling | 0.043 | 0.077 | GABRG3, ADCY6 |
| 37 | Axonal Guidance Signaling | 0.047 | 0.029 | PIK3C2A, PTCH1, PLCD4, PDGFC, PDGFB, GNG12 |
| 38 | Human Embryonic Stem Cell Pluripotency | 0.048 | 0.047 | PIK3C2A, PDGFC, PDGFB |

How the deposited data were processed for this re-analysis (not part of the article)

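Granulosa cells of 8 lactating cows were analysed, 4 of the heat stress (HS) group and 4 of the pair-fed (PF) group, with 1 Bovine Gene 1.0 ST array per cow. The authors processed the arrays in the Expression Console by the robust multichip average (RMA) with default settings, that is, background correction, quantile normalization across the 8 arrays and summary to transcript clusters. The deposited values are on the log2 scale, and the pair of deposited tables differed by at most 1.8e-15. They cover 26773 transcript clusters and lie between 0.89 and 12.5. A symbol was given for 20378 clusters, several symbols for 196 and none for 6199. Of the clusters, 5300 have no accession, 1776 unannotated ones open the table, and 183 repeat an earlier cluster on all arrays. Control clusters are not named in the table, so all clusters were kept, and no filter was set on weak signals. The number of arrays limits the precision, and signals near the low end say little about expression.

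HS was compared with PF by lmFit and eBayes of limma 3.58.1 in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg procedure over all clusters. The study's thresholds, an absolute fold change above 1.5 and an unadjusted p under 0.05, were applied to the same fit, and a fold change above 2 marked the clusters used for hierarchical clustering (Euclidean distance, average linkage). Fold changes compare the means of log2 values. The unpaired analysis of variance of the paper's methods, which was run in the Transcriptome Analysis Console 3.0, equals a t-test with equal variances in this design and was run as an alternative, also with Tukey's biweight averages (c = 5, epsilon = 0.0001). Samples of the same replicate number were treated as unpaired. The correlation of their deviations from the group mean lay between -0.27 and 0.21, which cannot decide whether cows were matched by number. For single genes, an exact two-sided permutation test over 70 assignments was added, which cannot give a p under 0.029. The spread within groups was compared by exact permutation of deviations from the group means over the same assignments.

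Genes named in the text are all those the paper names as measured on the arrays, the 5 highest and 5 lowest log2 fold changes among named clusters past the study's thresholds with a mean log2 of at least 5 and no overlap between groups, and up to 4 members per gene list past the thresholds by the smallest p (or, where none was, the 2 members with the highest mean). The paper's tables had been read when this rule was written. The caspases, BCL genes and BAX, BAD and BOK are given as groups, and some single genes that the rule names are not reported here. Where a symbol has several clusters, the cluster the paper prints or else the one with the highest mean was used.

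The gene lists cover heat shock proteins and factors, steroidogenesis, cholesterol synthesis and uptake, apoptosis, cell cycle and proliferation, interferon-stimulated genes, MHC and antigen presentation, the activin, inhibin and follistatin system, genes induced by the LH surge, granulosa identity and FSH-dependent genes, theca endocrine markers, fibroblast and smooth muscle markers, endothelial markers, myeloid markers, lymphocyte and pan-leukocyte markers, erythrocyte markers, oocyte markers, hyaluronan and its matrix, G-protein coupled signaling enzymes, the circadian clock, fatty acid and glycerol metabolism, glycolysis and hypoxia, oxidative stress defence, endoplasmic reticulum stress, solute carriers, cytosolic ribosomal proteins and the qPCR housekeeping genes. The interferon, circadian, MHC and fatty acid lists were written after S3 and S4 Tables had been read. The 27 lists were tested with camera at a preset correlation of 0.01 on 1 cluster per symbol (19901 symbols), with adjustment over the lists, and again with an estimated correlation, with fry and without the genes of S3 Table. Of the list symbols, 5 were matched through a synonym, and CASP5 is not on the array.

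The tests, the gene lists, the naming rule and the alternatives were set before the data were examined, except where another time is stated. The alternatives were the methods' t-test, biweight averages, eBayes with a trend, array weights, a mean log2 of at least 5, clusters with a symbol, identical clusters counted once, array medians subtracted, quantile normalization once more, the values of the series table, the replicate number as a block, each array left out in turn, other linkage and distance, and the list tests named above. Leaving out PF replicates 1 and 3 together, and leaving out the unannotated clusters that open the table, were added later. All 35 splits of the 8 arrays into groups of 4 were run for the counts of clusters and lists.

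The procedure was tested on simulated data with 26773 clusters and 4 arrays per group. In the same run, 100 clusters had a known log2 change of 1 and 100 others one of 2, all with a mean log2 above 5. At a change of 1, 86 met the study's thresholds and 44 passed the adjustment, and at a change of 2, 99 and 79 did. Of the unchanged clusters, 390 met the study's thresholds and 6 passed the adjustment. The simulated noise was independent between clusters and had the same spread in both groups. In the samples the variance was larger in PF for 75.5% of the clusters, so these rates need not hold for them. Figures were drawn with matplotlib 3.10.9. The steroid hormone measurements, the physiological data, qPCR values and the pathway assignments of the paper were not analysed here.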

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

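The comparison of PF replicate 3 with the other PF samples, the tests of interferon-stimulated genes the test of the granulosa share and the count of splits for clusters past the adjustment were chosen after the results were seen, and so was the choice of gene lists that the paper does not discuss.

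PTGS2 was at 3.46 in PF replicate 3 and between 10.0 and 10.7 in the other PF samples, which put this sample far outside its group. The granulosa identity and FSH-dependent genes had a median difference of 0.065 from the other PF samples (quartiles -0.57 and 1.186), and 11 of 25 were lower. The list holds genes that depend on FSH, such as CYP19A1, so its median cannot decide on fewer granulosa cells. Degraded RNA and a fault of the array both stay open. The paper gives integrity values of 7.0 to 9.0 for PF without naming samples, which speaks against strong degradation only. The ribosomal proteins had a median of -0.055, but an unchanged median of these abundant transcripts cannot decide on either. The 350 abundant genes had one of -0.41, with 22.6% lower by 1 or more on the log2 scale, and 6 of 7 housekeeping genes were lower. Myeloid and lymphocyte markers were higher, with medians of 1.73 and 0.84. Of 43 other genes induced by the LH surge, 31 were lower, with a median of -0.52, and TNFAIP6 and PTGES were at -4.88 and -4.04. The medians of lists not chosen for the LH surge were lower by as much, with -1.01 for cholesterol synthesis, -0.74 for glycolysis and -0.69 for oxidative stress defence. The lower quartiles of these lists were -1.53, -1.36 and -1.02, against -1.80 for the LH surge list, while steroidogenesis had -1.81. Falls of single genes as large as that of TNFAIP6 were not looked for in the other lists. A follicle that had not responded to the LH surge may therefore explain PTGS2 but is not singled out by the medians and quartiles. Whether the compared lists also change with the LH surge was not tested, so they cannot decide on it. The paper reports ratios of progesterone to estradiol above 1 in all follicles, which it reads as a stage after the LH surge. CYP19A1 was higher in this sample, while LHCGR (named after its value was seen) was lower, at 6.23 against 8.05 to 10.2.

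Interferon-stimulated genes were lower in HS with a median log2 fold change of -0.36. With the mean of the myeloid and lymphocyte markers of each array as a covariate the median was -0.12, with 43 of 62 genes lower, and without PF replicates 1 and 3 it was -0.091, with 40 lower. The leukocyte means were 5.90 and 6.79 in PF replicates 1 and 3, against 5.07 and 5.43 in the other PF samples. In HS they were 4.93 to 5.66. The interferon means of PF replicates 1 and 3 were 6.77 and 6.45, against 6.01 and 6.33 in the other PF samples. Leaving out the PF samples with the highest interferon means lowers the difference whatever its cause, so this result cannot decide on leukocytes. The fall with the covariate may come from leukocytes in the PF samples. However, PF replicate 3 had the highest leukocyte mean but not the highest interferon mean. Without PF replicates 1 and 3, MX1 and OAS1Y still met the study's thresholds, while IFI6, IFI47 and RNF213 did not. How much of the signal of the interferon-stimulated genes comes from granulosa cells was not measured. An effect of heat on interferon signaling stays open, since the covariate and the groups are entangled with 4 samples each.

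Genes higher in HS were examined without PF replicates 1 and 3. Of the 423 clusters that were higher at the study's thresholds, 206 (48.7%) kept a fold change above 1.5 and all 423 kept their direction, and their median log2 fold change went from 0.81 to 0.58. The granulosa identity genes were higher in HS by a median of 0.28, less than those clusters. Neither a role of these PF samples nor a lower share of granulosa cells in PF can be told apart from an effect of heat by these values, because the clusters were picked on the same samples and the share and the groups coincide.

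The 591 clusters past the study's thresholds could be due to chance, as the highest of the other splits of the 8 samples gave 1651 and 7 of 35 splits, the real one included, gave as many. The same holds for the 151 clusters with a fold change above 2 (9 splits as many, highest other 703) and for the 14 gene lists (2 splits as many, highest other 14). It also holds for the clustering on picked clusters, in which the deepest branch alone put 2 samples with the other group (23 splits at or under this, lowest other 0). For the 0 clusters past the adjustment in limma the splits decide nothing, since no split can give fewer (35 of 35 splits, highest other 3, with 1928 clusters at an unadjusted p under 0.05 and 0 past the adjustment by the methods' t-test). The split of PF replicate 2 and HS replicates 1, 2 and 4 against the other samples gave the highest counts of clusters, which points to a structure among the samples that is not that of the groups. Fibroblast and endothelial markers, looked at after this split was seen, follow it, with fibroblast means of 6.75 to 7.66 in the first set and 8.26 to 9.28 in the other, and endothelial means of 5.23 to 5.84 and 6.53 to 7.62.

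Of 262 groups of 4 samples, 20 had a sample far from the other 3, and chance gives about 13.1, or 1 in 20. These include 3 in PF replicate 3. In PF they were, apart from PTGS2, B3GALT2 in replicate 4 (6.80 against 5.51 to 5.68), IL18 in replicate 1 (9.20 against 8.18 to 8.35), SLC11A2 in replicate 4 (8.39 against 7.85 to 7.87), PCNA in replicate 1 (8.56 against 7.41 to 7.53), CYP19A1 in replicate 3 (6.92 against 4.42 to 4.57), HSD17B10 in replicate 3 (7.95 against 9.64 to 9.99), PTCH1 in replicate 4 (9.45 against 7.94 to 8.19) and the mean of the ribosomal proteins in replicate 1 (9.21 against 8.98 to 9.01). In HS replicate 3 they were BHLHE40 (8.11 against 6.85 to 6.86), IL18 (8.43 against 6.53 to 6.83), FXYD6 (8.93 against 8.03 to 8.11), BAMBI (5.09 against 4.32 to 4.43), CPT1C (5.53 against 4.99 to 5.02) and the mean of the hyaluronan list (6.17 against 5.87 to 5.89). In HS replicate 4 they were JSP.1 (7.31 against 8.28 to 8.39), RPS12 (8.13 against 8.30 to 8.33) and the mean of the granulosa identity list (8.76 against 8.18 to 8.26). SLC2A3 in HS replicate 1 (8.22 against 7.55 to 7.66) and CYP4F2 in HS replicate 2 (6.79 against 7.71 to 7.82) complete them.

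Gene lists that the paper does not discuss were higher in HS. The glycolysis and hypoxia genes had a median log2 fold change of 0.39 and 29 of 32 were higher (camera, adjusted p = 2.6e-06, and 0.54 with an estimated correlation, and an exact permutation test of the means per array, p = 0.23), with HK2 at 1.40 past the study's thresholds, a call lost in 6 of 8 repeats that left out 1 array. Without PF replicates 1 and 3 the list had an adjusted p = 0.85, the highest of its alternatives, and the lowest was 2.3e-09. The genes of endoplasmic reticulum stress had a median of 0.14 and 21 of 31 were higher (adjusted p = 0.013, and 0.54 with an estimated correlation, and p = 0.086 in the exact permutation test), with EDEM2 at 0.89 and CRELD2 at 0.63 (call lost in 3 of 8 repeats), and the list did not pass without PF replicate 3 (0.089, with 0.0038 to 0.54 over all alternatives). The granulosa identity and FSH-dependent genes had a median of 0.28 and 17 of 25 were higher (adjusted p = 0.0031, and 0.39 with an estimated correlation), with GPX3 at 0.75 (call lost in 6 of 8 repeats), and their mean was 8.04 ± 0.05 (SD, n = 4) in PF and 8.36 ± 0.27 (SD, n = 4) in HS (exact permutation test, p = 0.029, which is 0.26 after adjustment over 27 lists). The difference in the means of the granulosa list was 0.32 on all arrays and 0.19 without HS replicate 4. No gene of the lists in this paragraph passed when adjusted over the list alone.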

How the results depend on the processing

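Leaving out PF replicates 1 and 3 together, and leaving out the unannotated clusters that open the table, were chosen after the values were seen. Where a value changed, the cause was not tested.

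No cluster passed the adjustment in limma under any setting (1928 at an unadjusted p under 0.05, and 0 past it by the methods' t-test), except for 3 clusters without PF replicate 3, so that leaving out 1 array gave 0 to 3. The 591 clusters past the study's thresholds became 355 with the methods' t-test, 352 with biweight averages as well and 301 when the unannotated opening clusters were also left out. They became 669 with the replicate number as a block, where 0 passed the adjustment. Leaving out 1 array gave 333 (HS replicate 1) to 1566 (PF replicate 2), with 384 without PF replicate 1, 908 without 3 and 907 without 4. Other settings gave 438 to 678, and of the 678 without PF replicates 1 and 3, 222 were among the 591. With array weights 295 of 674 were. The 151 clusters with a fold change above 2 became 105 with the methods' t-test, 101 with biweight averages as well and 88 when the opening clusters were also left out. Without 1 array limma gave 88 (PF replicate 1) to 603 (PF replicate 2), with 250 without PF replicate 3, 290 without 4, 92 without HS replicate 1 and 292 without 3.

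Of 106 genes named singly, 95 kept their direction under every alternative run, and 41 of them also their side of the thresholds. PTGS2 stayed higher in HS (0.18 to 2.81), and all 18 genes of Table 3 stayed past the thresholds except for 14 with array weights, 15 without PF replicate 1, 17 without PF replicate 3 and 10 without PF replicates 1 and 3. Of the 32 caspases, BCL genes and BAX, BAD and BOK, 12 changed sign under at least 1 of 17 alternatives, and they were put into groups after this was seen. With the replicate number as a block 1 caspase met the thresholds. With biweight averages CYP11A1 was at -0.20, SLC5A11 at -0.034, HBQ1 at 0.026 and OOEP at 0.048. With array weights SLC5A11 was at -0.0093, SLC2A3 at -0.045 and KLF1 at -0.16. HBQ1 was at 0.020 and TBP at 0.050 with the array medians subtracted, and HBQ1 at 0.0027 after another quantile normalization. Without PF replicates 1 and 3, CYP11A1 was at -0.33, HSD17B10 at -0.042, SLC2A1 at -0.017, SLC2A3 at -0.36, MSMO1 at -0.044, KLF1 at -0.16, OOEP at 0.061 and GAPDH at -0.00012. Without 1 array, CYP11A1 ranged from -0.42 (PF replicate 3) to 0.49, SLC5A11 from -0.11 (HS replicate 4) to 0.14, HBQ1 from -0.094 to 0.048 (PF replicate 4), KLF1 from -0.031 (PF replicate 1) to 0.18, OOEP from -0.44 to 0.34 (PF replicate 1) and TBP from -0.14 to 0.093 (PF replicate 2).

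The 14 lists past camera became 0 with fry and 0 with an estimated correlation, and 7 without PF replicates 1 and 3. Heat shock proteins had an adjusted p of 0.44 with fry and 0.54 with an estimated correlation, within a range of 3.0e-04 to 0.54 over all settings. Steroidogenesis had 0.53 with fry, 0.56 with an estimated correlation, 0.072 with array weights, 0.59 without PF replicates 1 and 3, and 0.0037 to 0.46 (PF replicate 3) without 1 array. G-protein coupled signaling had 0.27 with fry, 0.39 with an estimated correlation, 0.27 without the genes of S3 Table, 0.077 after another quantile normalization, and 0.0014 to 0.20 (PF replicate 2) without 1 array, with 0.057 without HS replicate 3. Apoptosis ranged from 0.32 to 0.99 without 1 array and was higher in HS without HS replicate 4 (0.95). The cell cycle list passed at a mean log2 of at least 5 (0.031), with array medians subtracted (0.046) and without PF replicates 2 (0.0025) or 3 (0.0049). It was higher in HS without PF replicate 1 (0.017) and without PF replicates 1 and 3 (0.24), and ranged from 0.0025 to 0.43 without 1 array. Cholesterol synthesis ranged from 0.018 (PF replicate 2) to 0.95, passed without PF replicate 1 (0.048) and HS replicate 3 (0.028), and was lower in HS without PF replicate 3 (0.40) and without PF replicates 1 and 3 (0.51). The activin list was higher in HS with array weights (0.69), without PF replicates 1 and 3 (0.85) and without PF replicate 3, and ranged from 0.15 to 0.75 without 1 array. The hyaluronan list was higher in HS at a mean log2 of at least 5 (0.91) and after another quantile normalization (0.98), with 0.32 to 0.99 without 1 array, reversed without PF replicate 1 (0.71) and HS replicate 2 (0.95). The circadian list was lower in HS at a mean log2 of at least 5 (0.91), with medians subtracted (0.86), after another quantile normalization (0.94), with fry (0.91), without the genes of S3 Table (0.69) and on all clusters (0.99), with 0.62 to 1.00 without 1 array, reversed without PF replicates 2 or 4 or HS replicate 1. The LH surge list passed without PF replicate 3 (0.0090), PF replicate 4 (0.039), HS replicate 1 (0.042) or HS replicate 3 (0.017), with medians subtracted (0.0093), after another quantile normalization (0.031) and at a mean log2 of at least 5 (0.043), and the interferon list did not without PF replicates 1 and 3 (0.40).

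The number of samples that the deepest branch of the clustering put with the other group was 0 (without PF replicate 3 or HS replicate 4) to 2 without 1 array, and 2 to 3 on all clusters. The ratio of PF to HS spread ranged from 1.44 to 2.43, and from 1.44 to 2.12 over all clusters, with an exact permutation p = 0.029 without PF replicates 1 or 4 for both and without PF replicate 2 for all clusters.

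Control clusters are not named in the table, so leaving them in or out could not be compared. A weak signal limits HAS1, HAS2, MIR2480, ABCC4, IFIT1, OLR1, SLC16A6, IL7R, CD3D and SLC5A11, all with means under 5, and some of the caspases and BCL genes. The fold changes of IFI47, FAS, BAMBI and RGS1 are limited by HS means under 5, and those of KCNJ13 and CABYR by PF means under 5.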

Differences from the paper's values

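Leaving out the unannotated clusters that open the table was chosen after the paper's list was set beside the values.

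For clusters past the thresholds the paper's number is 304, and 591 were found in limma. Of 19 alternatives set before the data were examined, 7 fall within a factor of 1.5, namely the methods' t-test (355), that test with biweight averages (352), a mean log2 of at least 5 (444), clusters with a symbol (438), and limma without PF replicate 1 (384), HS replicate 1 (333) or HS replicate 2 (410). The others do not, with a trend in eBayes 604, array weights 674, identical clusters once 586, medians subtracted 672, another quantile normalization 554, the series table 591, a replicate block 669, and 1566, 908, 907, 835 and 475 without PF replicates 2, 3 and 4 and HS replicates 3 and 4. The paper's methods name the analysis of variance, which is the t-test here, and its tables speak of mean signals and do not name biweight averages. With the t-test, biweight averages and without the opening clusters, a setting chosen after seeing the values, 301 clusters are found. The clusters left out hold 0 of the paper's list, of which 262 met the thresholds with these averages.

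For annotated genes the paper's number is 255, and 432 were found. The methods' t-test (247), biweight averages (245), array weights (298), a mean log2 of at least 5 (375), another quantile normalization (382) and limma without PF replicate 1 (261), HS replicate 1 (216), HS replicate 2 (284) or HS replicate 4 (329) fall within, and the other 10 do not. For those higher in HS the paper's number is 196, and 299 were found. The same settings fall within (184, 186, 183, 279, 264, 192, 157, 212 and 252), as does limma without PF replicate 3 (262), and the other 9 do not. For those lower in HS the paper's number is 59, and 133 were found. The methods' t-test (63), biweight averages (59), medians subtracted (82) and limma without PF replicate 1 (69), HS replicate 1 (59), HS replicate 2 (72) or HS replicate 4 (77) fall within, and the other 12 do not.

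For clusters with a fold change above 2 the paper's number is 88, and 151 were found. The methods' t-test (105), biweight averages (101), array weights (128), a mean log2 of at least 5 (117), clusters with a symbol (114) and limma without PF replicate 1 (88), HS replicate 1 (92), HS replicate 2 (115) or HS replicate 4 (126) fall within, and the other 10 do not. With the t-test, biweight averages and without the opening clusters, chosen after seeing the values, the number is 88, and the clusters left out hold 0 of the paper's list.

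All 18 fold changes of Table 3 and all 20 of Table 4 have the paper's sign. A fold change is listed below where its gap exceeds the error, which comes from the spread between samples. Both values come from the same arrays, so this rule passes over gaps of genes with a large spread. Examples are CRHBP, with 5.16 against the paper's 3.5, and SLC9B2, with 5.07 against 3.8. For BHLHE40 the paper's fold change is -3.2 in both tables, and -2.45 was found (error 0.70). The methods' t-test (with an error of 0.81), biweight averages (-3.11), another quantile normalization (-2.52) and limma without PF replicate 3 (-2.69), PF replicate 4 (-2.95) or HS replicate 3 (-3.04) fall within the error, and the other 10 of 16 do not. For IFI47 the paper's is -7.8 in both tables, and -5.03 was found (error 2.59). The methods' t-test (error 3.04), biweight averages (-7.99), a replicate block (error 2.85) and limma without PF replicate 2 (-8.64), PF replicate 4 (-5.01), HS replicate 2 (-5.75) or HS replicate 4 (-5.40) fall within, and the other 9 do not. For SLC27A1 the paper's is 2.1, and 1.75 was found (error 0.30). Biweight averages (2.03), medians subtracted (1.82) and limma without PF replicate 2 (1.76), PF replicate 4 (2.09), HS replicate 1 (1.79) or HS replicate 3 (1.78) fall within, and the other 10 do not. For B3GALT2 the paper's is 4.1, and 3.23 was found (error 0.64). For FXYD6 the paper's is -3.0, and -2.30 was found (error 0.40). For both, biweight averages (4.27 and -2.94) and limma without PF replicate 4 (3.97 and -2.59) or HS replicate 3 (3.50 and -2.67) fall within, and the other 13 do not.

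The paper's PTGS2 signal in PF is 1323, and 415 was found as the antilog of the mean log2 value. PF replicate 3 inflates the error to 1006.9, so a factor of 1.5 alone was applied. Biweight averages (1384) and the mean without PF replicate 3 (1390.1) fall within this factor, and the other 9 of 11 alternatives that change group averages do not. The paper's p for PTGS2 is 0.3, and limma gave an unadjusted value of 0.187. The methods' t-test (0.269, also beside biweight averages), array weights (0.404) and limma without HS replicate 1 (0.258), 2 (0.266), 3 (0.244) or 4 (0.246) fall within a factor of 1.5, and the other 9 do not.

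The paper states that PTGS2 was highly expressed in both groups. In PF replicate 3 it was at 3.46, and in the other 7 samples at 10.0 or more. The paper states that clustering on the genes with the largest changes parts HS from PF. Its methods name only default settings, so its distance and linkage may differ from those used here. At the deepest branch on the clusters picked by limma, PF replicates 1 and 3 stood apart from the other samples, as they also did on the paper's own set of S3 Table. Lower branches were not examined for the set of S3 Table. Below the deepest branch on limma's picks, all HS samples stood together without a PF sample among them. On the clusters picked by the methods' t-test with biweight averages HS and PF parted. The text counts fewer transcripts chosen for qPCR as higher than as lower in HS, while in Table 3 itself and in the values here 11 are higher and 7 lower. HSPA12A (-0.46), SLC11A2 (0.47) and PDGFB (-0.54), which the paper lists as affected, did not reach a fold change of 1.5 here. With biweight averages SLC11A2 (0.60) and PDGFB (-0.62) met the thresholds, as SLC11A2 (0.60) and PDGFB (-0.60) did without PF replicate 4 and PDGFB (-0.62) without HS replicate 3, and HSPA12A met them under no setting. The paper finds no heat shock gene affected apart from HSPA12A, and of 50 genes of the list BAG3 and DNAJB4 met the thresholds in limma and the others did not. By the methods' t-test neither BAG3 nor DNAJB4 met them.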

Other observations

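The look at INHBA and FSHR in HS replicate 4, leaving out PF replicates 1 and 3 together and the count of clusters by variance were chosen after the values were seen.

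The transcripts of cytosolic ribosomal proteins were lower in HS, 77 of 82, with a median log2 fold change of -0.25. Their mean was 9.05 ± 0.11 (SD, n = 4) in PF and 8.81 ± 0.04 (SD, n = 4) in HS, without overlap (exact permutation test, p = 0.029, which is 0.26 after adjustment over 27 lists). The list passed camera (adjusted p = 3.5e-18), but not with an estimated correlation (adjusted p = 0.39) or in fry (adjusted p = 0.10). RPSA (-0.71) and RPS12 (-0.59) met the study's thresholds, and RPS12 did not without PF replicates 1 or 3 or HS replicate 4. No member passed when adjusted over the list alone, and 34 had an unadjusted p under 0.05 in limma.

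CYP19A1 was at 10.6 in HS replicate 4 and at 5.20 to 6.57 in the other HS samples, while PTGS2 was at 10.7 in this sample. INHBA and FSHR, named after their values were seen, were also highest in HS replicate 4, at 10.9 and 8.88.

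Oxidative stress defence had 23 of 37 genes higher in HS (median 0.13, camera, adjusted p = 0.073, and 0.0033 without PF replicate 1 to 0.60 over the alternatives), with SQSTM1 at 0.66. Of 10 theca markers 6 were higher (median 0.16, adjusted p = 0.097, and 0.017 without PF replicate 1 to 0.60 over the alternatives), with PTCH1 at 0.95. Erythrocyte markers (12 genes, median -0.06, adjusted p = 0.29, and 0.025 without PF replicates 1 and 3, 0.043 with array weights and 0.71 with an estimated correlation) and oocyte markers (18 genes, median -0.08, adjusted p = 0.20) did not pass on all arrays, and only 3 genes of each had a mean log2 of at least 5. HBQ1 had a log2 fold change of -0.04, KLF1 of 0.07, OOEP of -0.11 and H1FOO of -0.15. With an estimated correlation none of these lists passed, and no member passed when adjusted over the list alone.

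For the housekeeping genes reported here, the paper's qPCR fold changes and those of the arrays had the same sign except for TBP. The paper's fold change is 2.0 for HPRT1 and 1.83 was found on the arrays, for GAPDH the paper's is 1.9 against 1.16, for B2M the paper's is -2.0 against -1.52, for RPS18 the paper's is -1.3 against -1.25, for RPLP0 the paper's is -1.2 against -1.18 and for TBP the paper's is 1.2 against -1.005. The assays differ, and the sign of TBP on the arrays changed when the array medians were subtracted.

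The variance among PF samples was larger than that among HS samples for 75.5% of the clusters. In an estimate of array weights PF replicate 3 received 0.20, PF replicate 1 0.44 and PF replicate 4 2.67.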
